# Histone N-tails modulate sequence-specific positioning of nucleosomes

**DOI:** 10.1016/j.jbc.2024.108138

**Published:** 2024-12-26

**Authors:** Tatiana Nikitina, Wilfried M. Guiblet, Feng Cui, Victor B. Zhurkin

**Keywords:** nucleosome, epigenetics, histone modification, DNA sequencing, DNA structure, DNA endonuclease, electrostatics, structure-function

## Abstract

Spatial organization of chromatin is essential for cellular functioning. However, the precise mechanisms governing sequence-dependent positioning of nucleosomes on DNA remain unknown in detail. Existing algorithms, considering the sequence-dependent deformability of DNA and its interactions with the histone globular domains, predict rotational setting of only 65% of human nucleosomes mapped *in vivo*. To uncover additional factors responsible for the nucleosome positioning, we analyzed potential involvement of the histone N-tails in this process. To this aim, we reconstituted the H2A/H4 N-tailless nucleosomes on human BRCA1 DNA (∼100 kb) and compared their positions and sequences with those of the wild-type nucleosomes. We found that removal of the histone N-tails promoted displacement of the predominant positions of nucleosomes, accompanied by redistribution of the AT-rich and GC-rich motifs in nucleosome sequences. Importantly, most of these sequence changes occurred at superhelical locations (SHLs) ±4, ±1, and ± 2, where the H2A and H4 N-tails interact with the DNA minor grooves. Furthermore, a substantial number of H4-tailless nucleosomes exhibit rotational settings opposite to that of the wild-type nucleosomes, the effect known to change the topological properties of chromatin fiber. Thus, the histone N-tails are operative in the selection of nucleosome positions, which may have wide-ranging implications for epigenetic modulation of chromatin states.

Organization of eukaryotic DNA in chromatin is essential for many cellular processes such as gene expression, DNA replication and repair (1). The basic repeating unit of chromatin is the nucleosome core particle (NCP) containing ∼145 bp fragment of DNA tightly wrapped around histone octamer (2). Packaging of DNA into nucleosomes is defined by numerous factors including the DNA bending anisotropy (3, 4, 5) and interactions with histones (5, 6, 7), both of which are sequence dependent. The ATP-dependent chromatin remodeling enzymes and transcription factors can also determine nucleosome positioning patterns (8).

Histone interactions with DNA involve both the histone globular domains and the tails. For the histone domain-DNA interactions, previous studies have identified 14 highly conserved “sprocket” arginine residues deeply buried in the DNA minor groove (5, 9, 10). We use this notation (5) because the spatial arrangement of these arginines in the minor groove of nucleosomal DNA resembles the teeth of a sprocket meshing with the holes in the links of a bicycle chain. As to the histone tails, they engage in fuzzy interactions with nucleosomal DNA, which are largely electrostatic in nature (11, 12). By contrast with the “sprocket” arginines, the histone tails are highly dynamic and undergo transitions between various conformations. These transitions may be influenced by several factors such as nucleosome spacing, histone post-translational modifications (PTMs), and interactions with chromatin-associated proteins.

The histone tails (and especially the N-tails) contain numerous lysine and arginine residues that serve as a platform for PTMs (13). Epigenetic alterations of these residues can lead to changes in chromatin states (14). For example, the acetylation of lysine residues neutralizes positive charges on histones, which weakens the interaction between histone N-tails with negatively charged DNA phosphate groups. As a result, a closed chromatin state can be transformed into an open state with increased DNA accessibility. Recent studies have further elucidated this mechanism, revealing that chromatin regulation might occur through co-recognition of nucleosomal H3K4me3 and H3K14ac by the tandem reader domains. This represents a refined “histone code” concept, in which a combinatorial readout of two distinct PTMs occur within a single nucleosome (15). Note, however, that there are no published data on the local repositioning of nucleosomes caused by PTMs.

Sequence-dependent bending anisotropy dictates how DNA is wrapped around a histone octamer (3, 4, 5). Previous studies have established various DNA sequence patterns favorable for nucleosome formation (16, 17, 18, 19, 20, 21, 22, 23, 24, 25, 26, 27), including the well-known WW/SS pattern, see Figure 1. (Here and below, W stands for A or T, and S is for G or C.) Specifically, the SS dinucleotides are enriched in the positions where DNA bends into the major groove, while the WW dinucleotides are predominantly located in the sites where nucleosomal DNA bends into the minor groove. The “sprocket” arginines penetrating minor groove at these sites, interact favorably with AT-rich DNA having electro-negative minor groove (5). These energetically favorable arginine-DNA contacts that occur every 10 to 11 bp in NCPs, provide a structural basis for the rotational positioning of the WW/SS nucleosomes.

**Figure 1:**
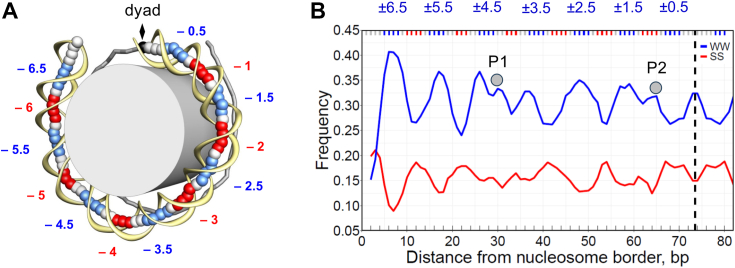
**Locations of the minor- and major-groove bending sites and distributions of WW and SS dinucleotides along nucleosomal DNA.***A*, the crystal structure of the 1k × 5 nucleosome core particle with 147-bp long DNA (32) shown schematically: the DNA fragment is divided into two halves, separated by the dyad (diamond). The base-pair centers in the ‘ventral’ half are represented by large balls, and the sugar-phosphate backbone is shown by *yellow* ribbon. In the ‘dorsal’ half of nucleosome, sticks connect the base-pair centers. (Only small fragments of the stick representations are visible to the reader.) The minor- and major-groove bending sites are shown in *blue* and *red*, respectively. These sites are denoted according to their superhelical locations (SHL). *B*, the frequencies of occurrences of combined AA, TT, AT, and TA dinucleotides (WW, shown in *blue*) and GG, CC, GC and CG dinucleotides (SS, shown in red) in each nucleosomal position, which were ‘symmetrized’ with respect to the dyad (*dashed line*). The three base-pair running averages of the WW and SS frequencies are presented for chicken nucleosomal DNA (27, 33). *Gray circles* indicate positions of the off-peaks, P1 and P2. The superhelical locations are shown above the plot (see also Figure 2, Figure 3, Figure 4).

In addition, the alternative DNA sequence pattern known as anti-WW/SS was described, in which the WW and SS profiles are in counterphase with the corresponding profiles observed in canonical WW/SS nucleosomes (28, 29). In this case, the “sprocket” arginines seem to be in unfavorable contacts with GC-rich fragments in minor groove. Nevertheless, a recent study showed that the anti-WW/SS nucleosomes are widespread across different eukaryotes accounting for ∼25% in mammalian genomes (29). It remains unclear how these nucleosomes are stabilized. Note that other sequence patterns were also described (28), including RR/YY and anti-RR/YY pattern (where R is A or G and Y is C or T). Nucleosomes with the RR/YY pattern are frequently found in promoter regions, but not in other genomic regions (28). While nucleosomes with the RR/YY and related patterns may have implications in gene regulation, their analysis is beyond the scope of the present study.

Comparing several algorithms predicting positioning of human nucleosomes *in vivo* (30), we showed that our algorithm (analyzing distribution of flexible pyrimidine-purine YR dimers as well as the WW/SS motifs) predicted 65% of the positions with 2-bp precision, whereas the widely used Kaplan-Segal model (31) predicted 55% of the nucleosomal positions. In other words, 35 to 45% of nucleosome positions observed *in vivo* remain unaccounted for.

To tackle this problem, we analyzed the distributions of mono- and dinucleotides (A, T, W, WW, and SS) along nucleosomal DNA across different eukaryotic genomes (Figs. 1*B* and 2). In addition to the periodically oscillating sequence patterns observed earlier (27), we found two sets of ‘rogue’ signals, one near superhelical locations (SHL) ±4 and the other near SHL ±1. Note that in published nucleosome structures (2, 32) the lysine-rich N-tails of the H2A and H4 histones are in favorable contact with the AT-rich DNA minor groove at SHL ±4 and SHL ±1/±2, respectively (Fig. S1). Therefore, we hypothesized that the histone tails may play a role in the process of sequence-driven selection of the optimal nucleosome positions on DNA.

**Figure 2:**
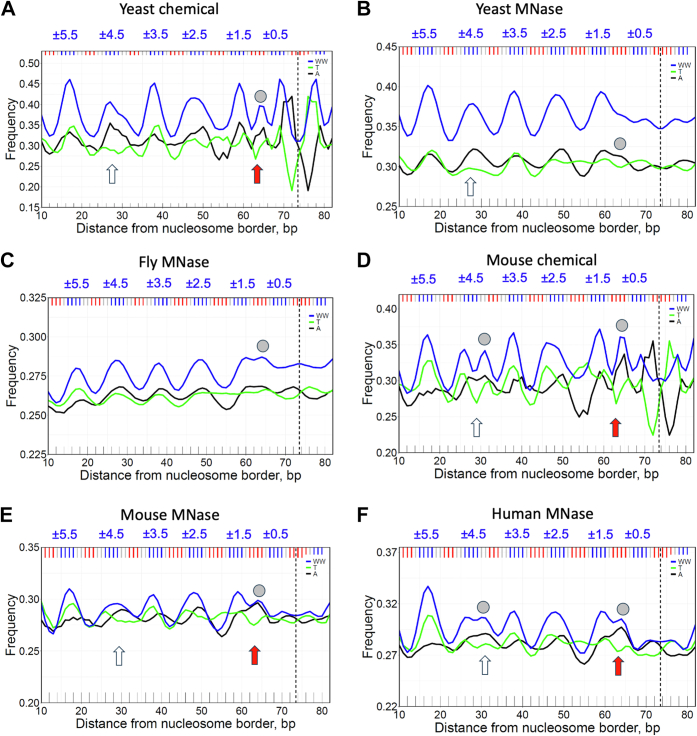
**The frequencies of occurrences of nucleotides A and T as well as dinucleotide WW in yeast (A, B), fly (C), mouse (D, E) and human (F) nucleosomal DNA.** The yeast and mouse nucleosomes are represented by two datasets, obtained with chemical mapping (*A*, *D*) and with MNase-seq mapping (*B*, *E*). The off-peaks, P1 and P2, are marked by *gray circles* (see Fig. 1*B*). *Arrows* indicate the DNA regions with strand-specific preference A > T (SHL ±4.5, ±1). Note that at SHL ±1 the A > T effect is the strongest for mouse and human.

To elucidate the possible effect of the H2A and H4 N-tails on the sequence-specific formation of nucleosomes, we reconstituted the N-tailless NCPs and compared their positioning *in vitro* with that of the wild type (wt) NCPs. We found that overall, the H2A N-tailless NCPs are positioned in phase with the wt-NCPs (*i.e*., they are shifted by 10*n* bp, where *n* = 0, 1, 2, …). By contrast, a substantial number of the H4 N-tailless NCPs are in counterphase with the wt-NCPs (*i.e*., they are shifted by 10*n* + 5 bp, like the anti-WW/SS nucleosomes are shifted *versus* canonical nucleosomes). Thus, our results suggest that preferential interactions of the histone N-tails with AT-rich minor groove may provide a novel mechanism for stabilization of anti-WW/SS nucleosomes observed *in vivo*. Implications for epigenetic control of nucleosome positioning are also discussed.

## Results

### Periodically oscillating sequence motifs in nucleosomal DNA

The periodically oscillating nucleosomal DNA sequence motifs have been observed in the pioneer study by Satchwell, Drew and Travers (27) who analyzed distributions of all dimeric and trimeric steps in chicken nucleosomes *in vivo*. Their observation that the AT-rich and GC-rich motifs preferentially bend into the minor and major groove, respectively, was confirmed by numerous studies (33, 34, 35). These collective efforts have led to the widely accepted WW/SS scheme which we are using to represent the sequence-dependent deformability of nucleosomal DNA (Fig. 1*B*). Note that the maxima of the WW profile occur in the minor-groove bending sites (SHL ±6.5, ±5.5, ±4.5, ±3.5, ±2.5, ±1.5), whereas the SS maxima occur in the major-groove bending sites (SHL ±6, ±5, ±4, ±3, ±2) (Fig. 1*B*). Besides the periodically oscillating WW peaks, two pairs of distinctive ‘off-peaks’ P1 and P2 are clearly visible (Fig. 1*B*), one near SHL ±4 (P1) and the other at SHL ±1 (P2). Since no distortion in DNA trajectory is observed at these sites in nucleosome structures (2, 32), potentially, the irregularities in the WW profile may indicate the existence of certain histone-DNA interactions, in addition to those involving the ‘sprocket’ arginine residues (5, 6, 7, 9, 10).

To elucidate the sequence specificity of these off-peaks, we calculated the high-resolution profiles of mononucleotides A and T as well as the dinucleotide WW in nucleosomal DNA obtained from various species (see Fig. 2, where the off-peaks P1 and P2 are marked by grey circles). Here we consider only 147-bp nucleosomal DNA fragments selected from millions of mapped NCPs, thereby increasing resolution of the sequence profiles, compared with the early studies (27). Note that in addition to the chicken MNase dataset (Fig. 1*B*), the off-peak P1 is observed in the mouse chemical and the human MNase datasets (Fig. 2, *D* and *F*), while the off-peak P2 is present in all datasets. In most cases, it is detectable in the WW and A profiles, except the yeast MNase where it is clearly visible only in the A profile. Thus, we see that the off-peaks P1 and P2 are not an artefact observed only in a single species or after specific treatment (*e.g*., as a result of MNase or chemical cleavage); rather, they are inherent in a wide spectrum of eukaryotes.

Both off-peaks P1 and P2 have a clear strand-specific preference for A *versus* T (see arrows in Fig. 2). This effect was described by us earlier for yeast (35). The A > T preference at SHL ±4 (P1) was attributed to wedge formation by AA:TT dimeric steps observed in this region of alpha-satellite nucleosomal DNA crystal structure (32). According to this interpretation, the AA:TT wedges (18, 23) facilitate anisotropic DNA bending in nucleosome (4, 19), therefore, the AA dimers are more abundant in the leading strand at this location. This explanation is not universal because it does not account for the off-peak P2 at SHL ±1.

Note, however, that the locations SHL ±4 and SHL ±1 (where the off-peaks P1 and P2 are positioned) coincide with locations where the N-tails of H2A and H4 histones are in close contact with the DNA minor groove (Fig. S1). Since the nucleosomal DNA is relatively AT-rich (and depleted of the guanine amino groups) at these locations, its minor groove is electro-negative and attractive for the positively charged histone N-tails. Hence, we posit that the histone N-tails may be responsible, at least partially, for formation of the off-peaks P1 and P2 (characterized by an increased occurrence of WW dimers).

### Histone H2A N-tailless constructs *in vitro*

To examine the role of histone N-tails in the selection of optimal nucleosomal DNA sequences *in vitro*, we compared the local AT content in nucleosomes reconstituted with the wild type and the H2A N-tailless histones (H2A_Δ12 with 12 amino acids truncated at the N-end, see Methods). 

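Nucleosomes were reconstituted on BRCA1 DNA with wt octamers or with octamers carrying the H2A_Δ12 histone, which lacks 12 residues, and digested with MNase before paired-end sequencing. There was 1 library per construct, so no value given for a construct has a replicate error and no difference between constructs was tested. The authors assembled the read pairs, mapped them to the BRCA1 sequence from hg19 and deposited the occurrence of nucleosome dyads at each position, without scaling to a common total. Positions are given in the numbering of that sequence. The values are multiples of 0.5, which was read as fragments of even length counted at neighbouring positions. The paper's text does not state whether duplicate reads were removed. The occurrences summed to 18099092 in wt and 16951179 in H2A_Δ12, over 69070 and 68742 positions. The highest 1% of these positions, 691 in wt and 687 in H2A_Δ12, held 34.6% and 37.1% of the occurrences. The median position had an occurrence of 23 in wt and 21.5 in H2A_Δ12. The occurrences were used as deposited, and shares carry exact (Clopper-Pearson) 95% intervals, which cover counting error only because reads amplified by PCR are not independent molecules. The nucleotide composition was not analysed here.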

First, we analyzed the combined frequencies of occurrences of adenines and thymines in the wt-nucleosomes and H2A_Δ12 constructs (Fig. 3*A*) and found that both W(A + T) profiles exhibit periodic patterns with the peaks around the minor-groove bending sites, similar to the WW pattern of nucleosomes *in vivo* (Figs. 1 and 2). Overall, the AT content in the wt-nucleosomes is lower by 0.4%, except for the narrow interval near position #30 where the AT content is higher by ∼2%.

**Figure 3:**
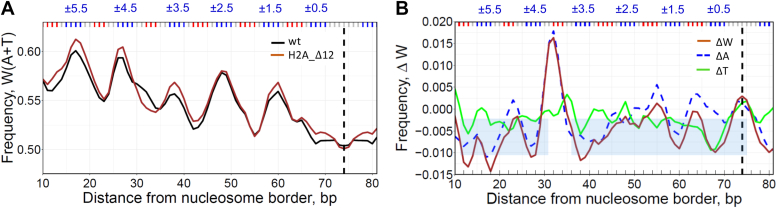
**DNA sequence analysis of nucleosomes reconstituted with H2A N-tailless histones.***A*, the frequencies of occurrence of W(A + T) nucleotides in the wt (*black*) and H2A_Δ12 nucleosomes (*brown*). Three base-pair running averages of the frequencies were plotted over each nucleosomal position and symmetrized with respect to the nucleosome dyads (dashed lines). *B*, differential ΔW, ΔA, and ΔT profiles (*brown*, broken *blue*, and *green lines*, respectively). The ΔW values were calculated as the W(A + T) frequency in wt nucleosomes minus frequency in H2A_Δ12 nucleosomes for each nucleosomal position. The shaded areas represent the average ΔW = −0.006 and standard deviation of ΔW (0.004) in the regions 10 to 29 and 35 to 74.

To better visualize the changes in sequence composition between the two populations of NCPs, we calculated ΔW value representing the change in W(A + T) frequency upon transition from the N-tailless to the wt-nucleosomes (Fig. 3*B*). The differential ΔW profile further demonstrates that the changes in W(A + T) are local, that is, the AT content has increased noticeably in the region #30 to 34 (where H2A tail interacts with the DNA minor groove in X-ray structure (32), while in the other NCP regions the 'compensatory' changes in ΔW profile are relatively minor and exhibit elements of randomness (Fig. 3*B*).

Importantly, the local increase in the AT-content occurs exclusively due to adenines (Fig. 3*B*), which is entirely consistent with the strand-specific preference for A *versus* T described above *in vivo* (see Fig. 2*F*, position #30). Note that the increase in the fraction of adenines at positions #31 to 33 is statistically significant (Fig. S2). This result proves that indeed, modification of the histone H2A N-tails (in particular, their truncation) produces detectable changes in the W(A + T) frequency profile of the NCPs reconstituted *in vitro.* As shown below, these changes are accompanied by nucleosome repositioning (Fig. S3).

Above, we analyzed the DNA fragments obtained as a result of MNase cleavage of the reconstituted nucleosomes. To exclude the sequence bias due to the known AT-specificity of micrococcal nuclease (36) we repeated the same procedure using combined MNase and ExoIII digestion of nucleosomes (35, 37). Remarkably, both approaches gave practically the same result (compare Figs. S4 and 3*B*). That is, the ΔW profile of the MNase-Exo data displayed a single strong peak at positions #31 to 32, predominantly made up of adenines, which was significantly higher than ΔW values at other positions. This consistency between the MNase and MNase-Exo data further supports our conclusion that the H2A N-tail interacts with nucleosomal DNA in a sequence-specific manner.

### Histone H4 N-tailless constructs *in vitro*

We studied two H4 mutants, H4_Δ13 and H4_Δ19, with 13 and 19 amino acids truncated at the N-end (see Methods). 

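The labels of the deposited data name the libraries of the H4 mutants H4-glob and H4-del and do not give the number of residues removed. H4-glob, the globular domain, was read as H4_Δ19, which lacks 19 residues, and H4-del as H4_Δ13, which lacks 13. This reading rests on the labels and was made before the data were examined. There was 1 library of each. Dyad occurrences summed to 26611751 in H4_Δ19 and 31049349 in H4_Δ13, over 71795 and 69917 positions, and their highest 1% of positions held 35.2% and 34.8% of the occurrences. The position with the highest occurrence was 79220 in H4_Δ19 (125665.5) and 47500 in H4_Δ13 (125590), both chosen after their values were seen. According to the Fig. 7 legend, the range of fragment lengths selected for H4_Δ19 is as wide as for the other constructs and lies 1 bp lower. Of the 525 wt positions with an occurrence over 5000, 72 were at least 10-fold lower in H4_Δ19 after scaling to the wt total, and 0 in H4_Δ13. At 28 of the 72, the sum over 5 bp kept at least 50% of the wt level. Conversely, 23 positions over 5000 in the scaled H4_Δ19 library were at least 10-fold higher than in wt.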

Removal of the H4 N-tail produced quite a different effect compared to H2A (Fig. 4*A*). Instead of the local changes in W(A + T) frequency observed for the H2A_Δ12 construct, in the case of H4_Δ13 and H4_Δ19, the AT-content has decreased by 1 to 2% (relative to the wild-type level) all over the length of a nucleosome. This is clearly visible in the differential ΔW profiles (Fig. 4*B*). For the H4_Δ13 mutant, ΔW exhibits strong peaks in the central part of nucleosome, at SHL 0 (dyad), SHL ±1, and ± 2. For the H4_Δ19 construct, the ΔW peaks are approximately two times higher and more widespread (Fig. 4*B*). In other words, a complete truncation of N-tail (in H4_Δ19) leads to the more pronounced changes in the W(A + T) profile of nucleosome DNA sequences, compared to the partial removal of this tail (in H4_Δ13).

**Figure 4:**
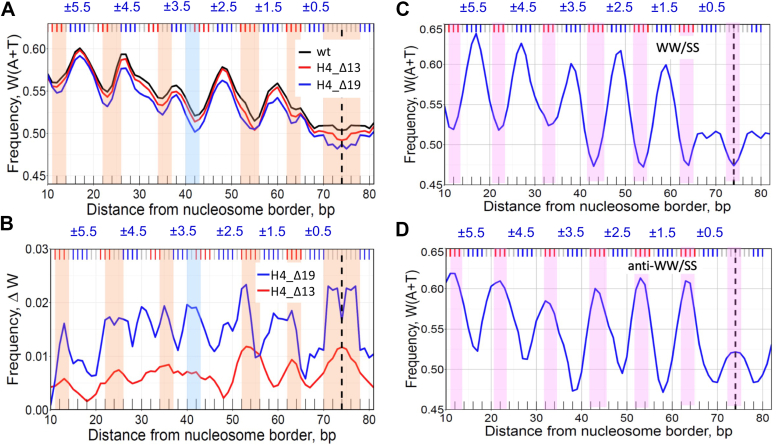
**DNA sequence analysis of nucleosomes reconstituted with H4 N-tailless histones.***A*, the frequencies of occurrence of W(A + T) nucleotides in the wt-nucleosomes (*black*), H4_Δ13 (*red*) and H4_Δ19 (*blue*). *B*, differential ΔW profiles for H4_Δ13 (*red*) and H4_Δ19 (*blue*) nucleosomes. The ΔW values were calculated as in Figure 3. The *orange* vertical stripes emphasize close correspondence between the local minima in W(A + T) profile (*A*) and the local maxima in ΔW (*B*). The *light blue* vertical stripe indicates the local minima in W(A + T) at position #42 that have no corresponding local maximum in ΔW (H4_Δ13). *C* and *D*, W(A + T) profiles for the wt-nucleosomes having the canonical WW/SS pattern (*C*) and the anti-WW/SS pattern (*D*). See ref. (29) for the description of the detailed procedure. The two populations of nucleosomes presented in (*C*, *D*) were denoted as Type 1 and Type 4, respectively (29). The pink vertical stripes indicate local minima in the W(A + T) profile for nucleosomes having the WW/SS pattern (*C*), and local maxima for nucleosomes having the anti-WW/SS pattern (*D*). Note that anti-WW/SS nucleosomes comprise 23% of all nucleosomes *in vitro*, in close agreement with the ∼25% fraction of human nucleosomes *in vivo* (29).

Direct comparison of the ΔW and W(A + T) profiles shows that they are negatively correlated (Fig. 4, *A* and *B*). Indeed, each local minimum in W(A + T) corresponds to one of the local maxima in ΔW (H4_Δ19), as shown by vertical stripes in Figure 4. In the case of H4_Δ13, six out of seven local minima in W(A + T) correspond to one of the local maxima in ΔW (H4_Δ13). (The only exception is position #42; see the light blue vertical stripe.) In other words, the ΔW (H4) values are the highest where W(A + T) are the lowest. Thus, we observe two periodically oscillating signals in the nucleosomal DNA sequences – in addition to the canonical W(A + T) pattern, there is the ΔW pattern, associated with the H4 N-tail and positioned in counterphase with W(A + T).

In this regard, note that the ΔW (H4_Δ19) profile resembles the anti-WW/SS profile studied earlier (29) − both have peaks at the major-groove bending sites (Fig. 4, *B* and *D*), which is the opposite of the canonical W(A + T) profiles (Fig. 4, *A* and *C*). The rotational settings of the WW/SS and anti-WW/SS nucleosomes are counter-phased -- that is, the relative shift between these nucleosomes is ∼10*n* + 5 bp (5, 15, 25, *etc.*). Therefore, one can expect that a similar shift of ∼10*n* + 5 bp would be observed between the wild type and H4-tailless nucleosomes (Fig. 4, *A* and *B*).

### Inter-nucleosome distance cross-correlation

To describe the relative positions of nucleosomes in two populations we used the distance cross-correlation (DCC) function introduced earlier (34). For each pair of NCP positions (one from the first set, and the other from the second set), the distance ‘*dist*’ between the NCP dyads is calculated, and the occurrences of all distances are summed up (Fig. 5). Note that multiple occurrences of nucleosomes in the same position are counted multiple times, that is, if the two NCP dyad positions are separated by 20 bp and occur 5 and 10 times, respectively, the corresponding DCC (*dist* = 20) is calculated as 5 × 10 = 50.

**Figure 5:**
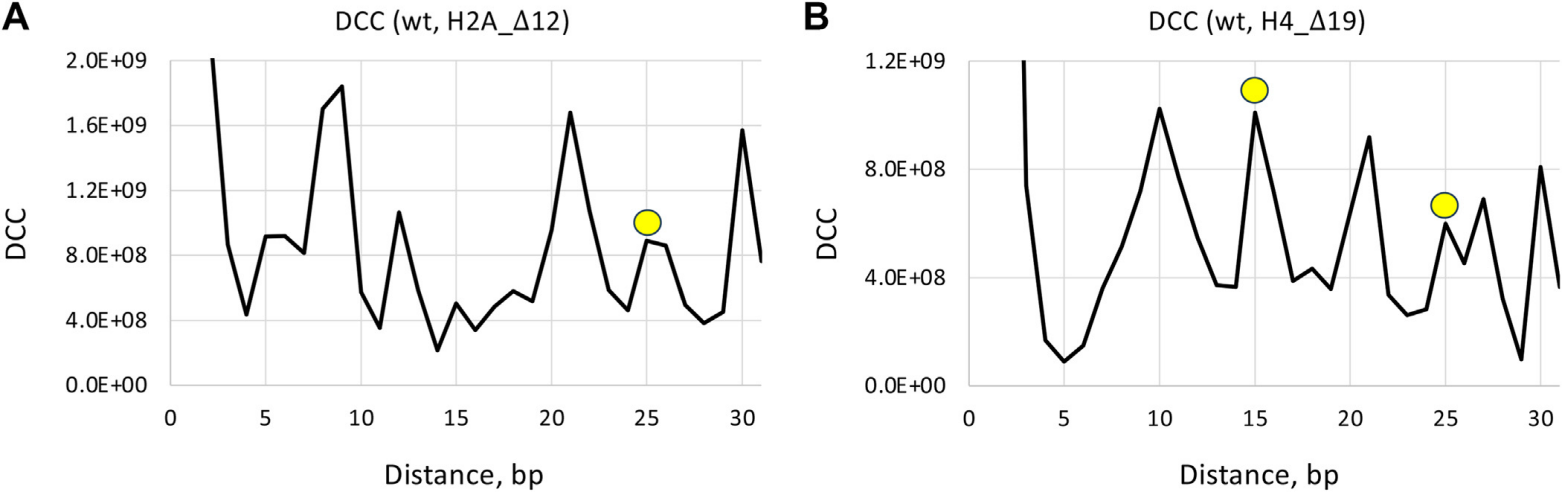
**Inter-nucleosome distance cross-correlation functions (DCC).***A*, cross-correlation between NCP positions in the wild type and H2A_Δ12 datasets. *B*, cross-correlation between NCP positions in the wild type and H4_Δ19 datasets. The peaks at 15 and 25 bp are emphasized by *yellow circles*. The NCP positions with occurrences > 5000 were included in the calculation of DCC (see Figs. S3, S5 for typical occurrence values).

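Positions with an occurrence over 5000 numbered 525 in wt, 492 in H2A_Δ12, 982 in H4_Δ19 and 1202 in H4_Δ13, and held 30.4%, 32.1%, 40.8% and 44.6% of the occurrences of their library. The DCC was computed from these positions without regard to the side on which the second dyad lies. It was summarised by 2 measures. The 15-bp to 10-bp ratio is the largest DCC at 14 to 16 bp divided by the largest at 9 to 11 bp. The counterphase index is the mean DCC at 14 to 16 and 24 to 26 bp divided by the mean at 9 to 11, 19 to 21 and 29 to 31 bp. As a background, the wt positions were compared with themselves. This gave a 15-bp to 10-bp ratio of 0.404 and a counterphase index of 1.01, which ranged from 0.828 to 1.53 when each of 10 equal parts of the gene was left out in turn. With a threshold of 1000 in place of 5000, 3714 wt positions were included and the index of wt with itself was 0.619.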

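In units of 1e+09, the DCC between wt and H2A_Δ12 had local maxima of 1.84 at 9 bp, 1.68 at 21 bp and 1.57 at 30 bp. Lower maxima included those at 12 bp (1.07), 15 bp (0.505) and 25 bp (0.888). At 10 bp exactly the DCC was 0.574. The 15-bp to 10-bp ratio, here that of 15 bp to 9 bp, was 0.275 and the counterphase index 0.563. The 95% interval of the index from 200 Poisson draws of the occurrences, in units of 0.5, was 0.534 to 0.576. The index ranged from 0.429 to 0.773 when each of the 10 parts of the gene was left out. A threshold of 10000 moved it most, to 0.0867. At 15 bp, 5 pairs of positions contributed, and the largest were wt 22950 with H2A_Δ12 22935 (36.8% of the DCC), wt 22935 with H2A_Δ12 22950 (26.2%) and wt 13337 with H2A_Δ12 13322 (14.0%).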

A comparison of the wt and H2A-tailless nucleosome subsets revealed strong DCC peaks at ∼10, ∼20 and 30 bp (Fig. 5*A*), indicating that the NCPs from wt- and H2A_Δ12-subsets are mostly separated by an integral number of DNA helical turns and represent the rotationally related translational positions (34, 38); see Fig. S3 where the wt and H2A_Δ12 nucleosomes are shifted by 20 bp.

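The DCC between wt and H4_Δ19, in the same units, was 2.54 at 10 bp, 1.26 at 15 bp, 1.85 at 16 bp and 1.95 at 17 bp. Its local maxima up to 30 bp lay at 11, 17, 21 and 26 bp. The 15-bp to 10-bp ratio, here that of 16 bp to 11 bp, was 0.721. It ranged from 0.498 to 0.834 when each of the 10 parts of the gene was left out, against 0.213 to 0.485 for wt with H2A_Δ12 and 0.308 to 0.731 for wt with itself. The counterphase index was 0.838 (95% interval from Poisson draws 0.819 to 0.845), within the range of wt with itself over the left-out parts. Summed over 3 bp it was 0.751, against 0.702 for wt with itself. It rose above 1 when only H4_Δ19 dyads to the right of the wt dyad were counted (1.01) and without 1 of the 10 parts of the gene (1.00). To that side alone, the DCC had local maxima that included 1.202 at 11 bp and 1.190 at 16 bp. At 15 bp, 10 pairs of positions contributed, led by wt 21980 with H4_Δ19 21995 (19.2% of the DCC), wt 13322 with H4_Δ19 13337 (17.6%) and wt 13338 with H4_Δ19 13323 (16.4%). With a threshold of 1000, the index was 0.622 for H4_Δ19, 0.555 for H2A_Δ12 and 0.592 for H4_Δ13.

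**Figure D1:**
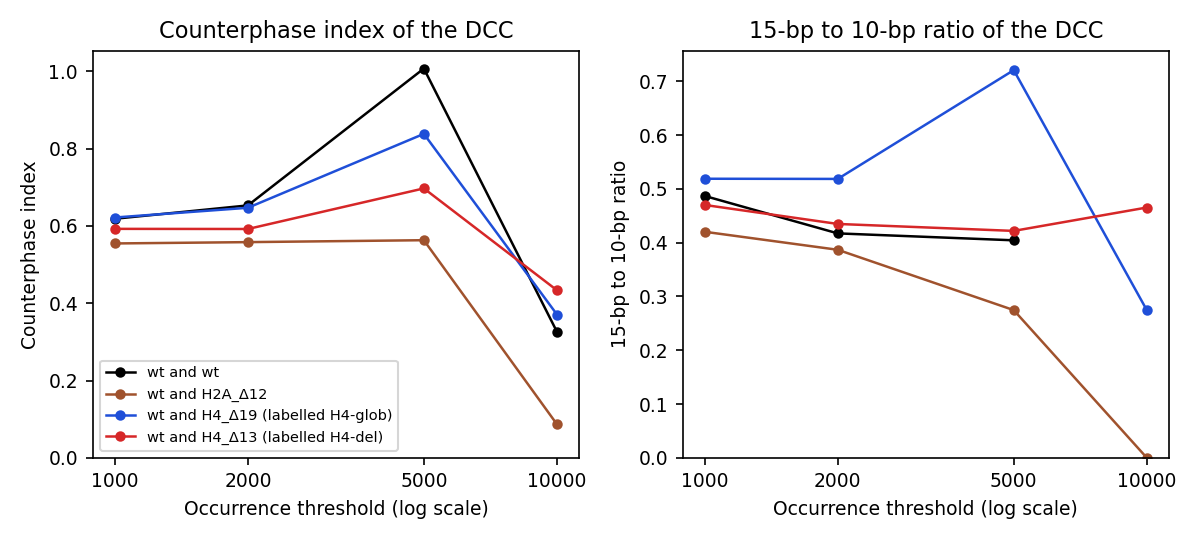
Counterphase index (left) and 15-bp to 10-bp ratio (right) of the DCC of wt with itself and with each N-tailless library, against the occurrence threshold for including a position. Each point is 1 pair of libraries. At a threshold of 5000 the index is 1.01 for wt with itself and 0.838 for wt with H4_Δ19, and at 1000 it is 0.619 and 0.622. The ratio of wt with itself has no value at 10000.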

In the case of wt and H4_Δ19 nucleosomes, the DCC profile has an additional strong peak at 15 bp (Fig. 5*B*), suggesting that there are quite a few occurrences when nucleosomes from the two subsets have opposite rotational settings. The representative example is given in Fig. S5, where the NCP occurrence profiles are shown for the 1 kb region of the BRCA1 gene. Note that both profiles have twin peaks separated by 15 bp. 

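The left position was taken as 21980, the highest wt position at the twin peaks, and the right one as 21995, where H4_Δ19 is highest 13 to 17 bp further on. These lie 15 bp apart. At 21980 the occurrence was 14298 in wt and 20725 in H4_Δ19, and at 21995 it was 2257.5 in wt and 16946.5 in H4_Δ19. The right peak of wt itself was highest at 21994 (4024), which lies 14 bp from the left position.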

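The share of the occurrences at both positions that fell on the right one, 21995, was 13.6% in wt (95% interval 13.1% to 14.2%) and 45.0% in H4_Δ19 (44.5% to 45.5%). Summed over 5 bp around each position, the share was 26.5% in wt and 45.3% in H4_Δ19. The left position had the higher occurrence in both libraries, as did its sums over 3 and 5 bp.

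**Figure D2:**
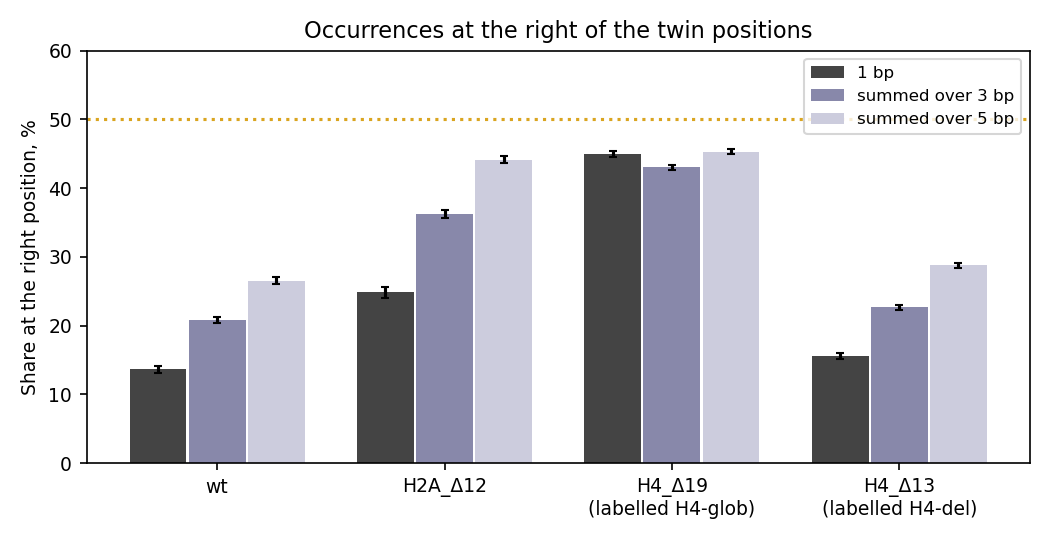
Share of occurrences at the right twin position, in percent of those at both positions, in each library. Bars give the share at 1 bp and summed over 3 and 5 bp, error bars are exact 95% intervals that cover counting error only, and the dotted line marks 50%. Every bar lies below the line, the highest at 45.3% in H4_Δ19.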

In the wt-set, the dominant NCP position corresponds to the 'left' peak, whereas in the H4_Δ19 set, the dominant NCP position coincides with the “right” peak (Fig. S5, *A* and *B*). Furthermore, the H4_Δ13 nucleosomes follow the same trend as H4_Δ19 (Fig. S5*C*), and H2A nucleosomes are positioned similarly to wt-nucleosomes (Fig. S5*D*). 

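In H4_Δ13 the occurrence was 28098.5 at 21980 and 5184.5 at 21995, a share of 15.6% at the right position (95% interval 15.2% to 16.0%). In H2A_Δ12 it was 8948.5 and 2957.5, a share of 24.8% (24.1% to 25.6%). Both libraries were highest on the right at 21994, with 8723 in H4_Δ13 and 5953.5 in H2A_Δ12. With 21994 as the right position, the share was 23.7% in H4_Δ13, 40.0% in H2A_Δ12 and 22.0% in wt. The left position had the higher occurrence in each of these libraries.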

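The predominant positions were compared over the whole gene at 333 wt loci, defined as positions with an occurrence over 5000 that are highest within 30 bp on both sides. At each locus, the highest position of the N-tailless library within 30 bp was found. It lay within 2 bp of the wt position at 268 loci in H4_Δ19 (80.5%, 95% interval 75.8% to 84.6%), at 284 in H2A_Δ12 (85.3%, 81.0% to 88.9%) and at 324 in H4_Δ13 (97.3%, 94.9% to 98.8%). It was shifted in counterphase, by 3 to 7, 13 to 17 or 23 to 27 bp, at 29 loci in H4_Δ19 (8.71%, 5.91% to 12.3%), 22 in H2A_Δ12 (6.61%, 4.19% to 9.83%) and 6 in H4_Δ13 (1.8%, 0.664% to 3.88%). Shifts in phase, by 8 to 12, 18 to 22 or 28 to 30 bp, were found at 36, 27 and 3 loci. Counterphase shifts made up 44.6% of the shifted loci in H4_Δ19 (32.3% to 57.5%), 44.9% in H2A_Δ12 (30.7% to 59.8%) and 66.7% of the 9 in H4_Δ13 (29.9% to 92.5%), and make up 53.6% of the possible shifts over 2 bp. Under most alternatives, counterphase shifts made up more of the shifted loci in H4_Δ19 than in H2A_Δ12. At a threshold of 10000 this share was equal in both. With a window of 20 bp it was lower, with 24 counterphase and 33 in-phase shifts in H4_Δ19 against 23 and 15 in H2A_Δ12. Summed over 3 bp, they were 54 and 52 against 35 and 64. A shift of 13 to 17 bp was found at 8 loci in H4_Δ19, 7 in H2A_Δ12 and 0 in H4_Δ13. The alternative that moved the share of all loci shifted in counterphase in H4_Δ19 most was a threshold of 1000, with 13.9%. Of the 29 counterphase loci in H4_Δ19, 13 are among the wt positions at least 10-fold lower in that library, as are 16 of its 36 in-phase loci. From the DCC peak at 15 bp and the twin peaks of Fig. S5, the paper proposes that nucleosomes of wt and H4_Δ19 have opposite rotational settings in part of their positions. It also derives the expectation of such a shift from the ΔW profile, which was not analysed here.

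**Figure D3:**
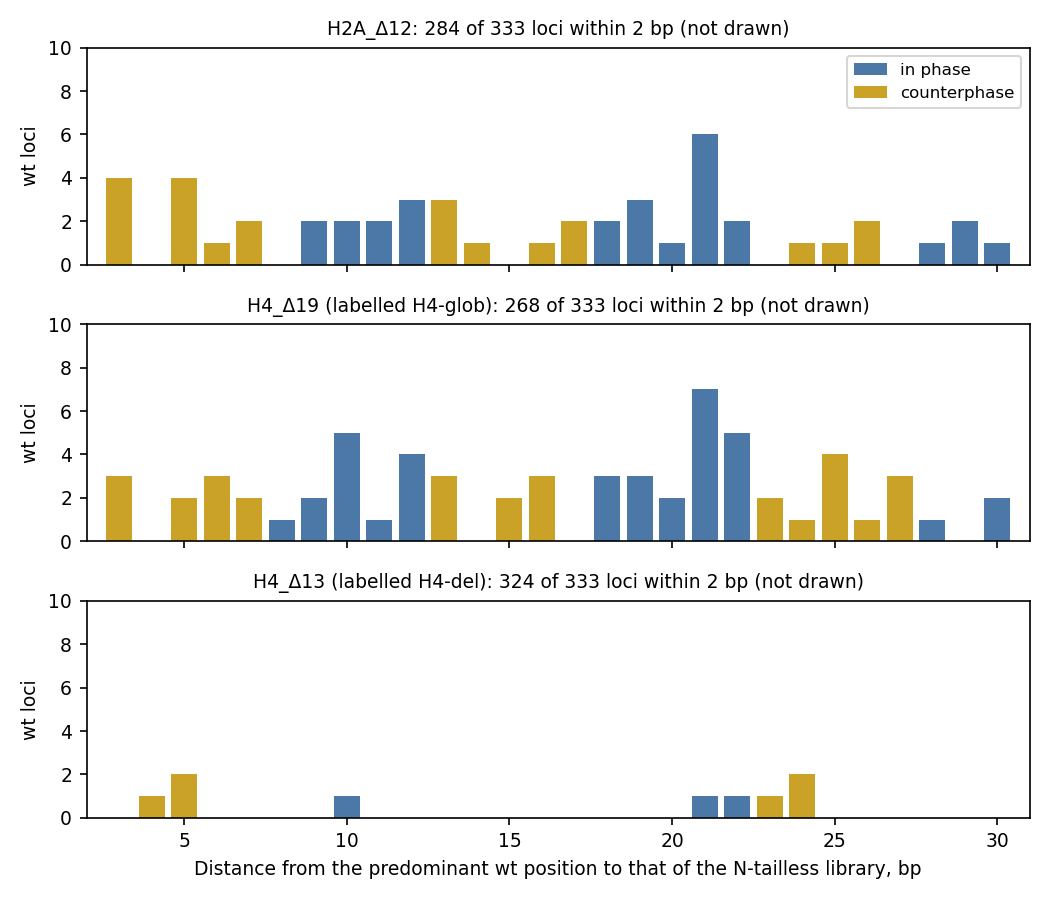
Number of wt loci by the distance, in bp, from the predominant wt position to that of each N-tailless library, for shifts of 3 to 30 bp. Blue bars are in-phase and gold bars counterphase distances. Of 333 loci, 65 are shifted in H4_Δ19, 49 in H2A_Δ12 and 9 in H4_Δ13.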

We consider this result as proof of principle demonstrating that predominant NCP positions in the wt and H4-tailless populations can be separated by 10*n* + 5 bp (that is, can have opposite rotational settings).

### A novel mechanism for stabilization of the anti-WW/SS nucleosomes

According to our model, a nucleosome is stabilized by two types of sequence-specific histone-DNA interactions. The first type comprises the ‘sprocket’ arginines in histone globular domains penetrating the DNA minor groove at locations SHL ±0.5, ±1.5, ... ±6.5 (3, 4, 5), see Figure 6. These locations are characterized by a narrowed minor groove and are usually enriched with the WW dinucleotides (Fig. 1). The positively charged arginines thus favorably interact with the electro-negative minor groove facing in, thereby selecting (and stabilizing) nucleosomes with the canonical WW/SS sequence pattern.

**Figure 6:**
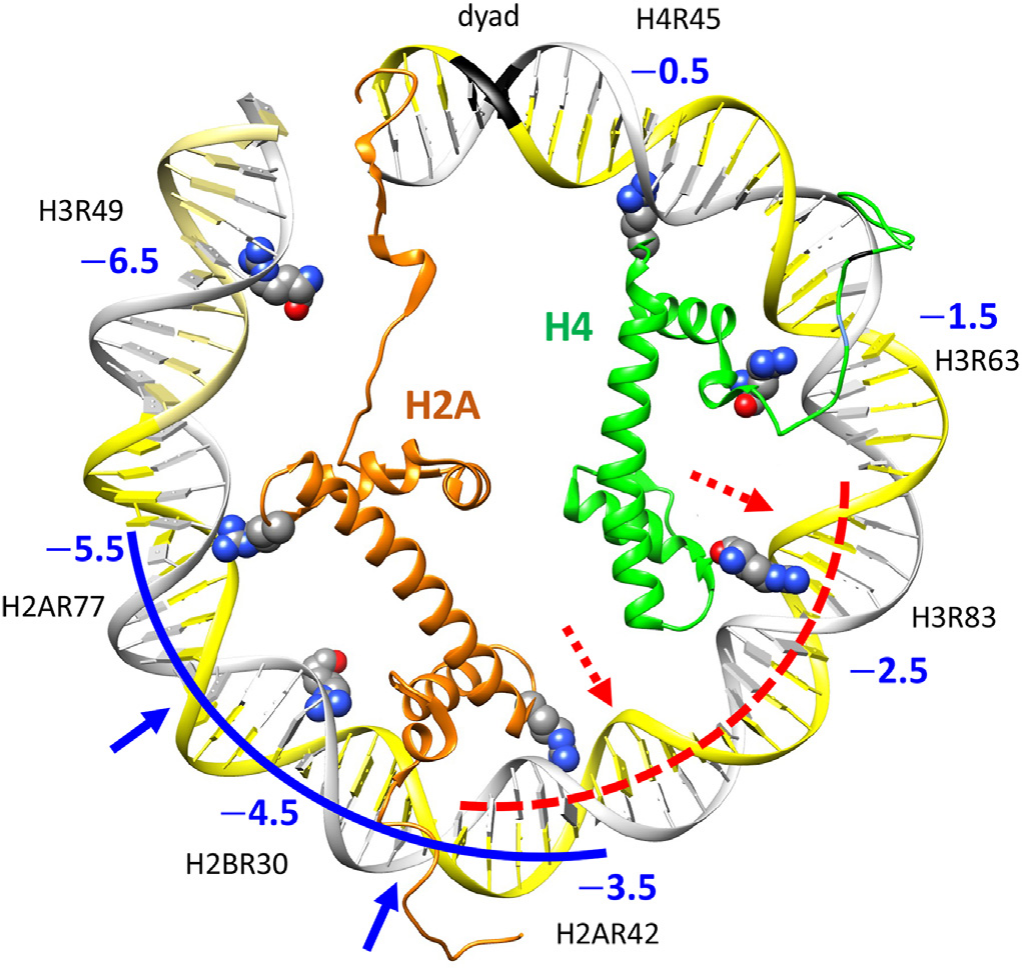
**Two types of sequence-specific histone-DNA interactions.** Interactions of the first type (with the “sprocket” arginines) stabilize 'canonical' nucleosomes with the WW/SS sequence pattern (Fig. 1). Interactions of the second type (with the H2A and H4 N-tails) are favorable for nucleosomes with the anti-WW/SS sequence pattern (28, 29). Both types of histone-DNA interactions can co-exist in the same nucleosome. The ventral half of the nucleosome 1k × 5 (32) is shown (the DNA sites from SHL -6.5 to SHL -0.5). The seven “sprocket” arginines interact with DNA at locations where the minor groove is facing in (3, 4, 5). Only histones H2A (*orange*) and H4 (*green*) are shown, with their N-tails penetrating the DNA minor grooves close to SHL -4.5 and SHL -1.5, respectively. The dorsal half of nucleosome 1k × 5 (with the positive SHL values) is presented in Fig. S1*B*. The nucleosome positions optimal for interactions with the “sprocket” arginines and the histone N-tails are not necessarily the same. In the case of H4 N-tail, these positions are often separated by 10n + 5 bp, which means that they have opposite rotational settings (see Figs. 5*B* and S5 where the two NCP positions are separated by 15 bp). This effect has important implications for the transcription factors binding nucleosomes (*e.g*., pioneer factors). For illustration, consider the tumor suppressor protein p53, whose consensus binding site comprises the 20-bp DNA fragment (67). In one of the two NCP positions, the p53 20-mer spans the interval from SHL -5.5 to SHL -3.5, being in an exposed configuration suitable for the p53 binding (see the *blue* curve and arrows). Whereas in the alternative NCP position, the p53 20-mer is shifted by 15 bp, so that its rotational setting is changed by ∼180° (compare the two 20-mers outlined by the *red* and *blue* curves). Consequently, the '*red*' p53 20-mer is in the hidden configuration and the p53 protein cannot bind to this site due to steric repulsion with the histone octamer (broken *red* arrows). This is just one example suggesting that the NCP shift by 10*n* + 5 bp (caused by abrogation of the histone N-tail binding to DNA) can play the role of a conformational switch between the hidden and exposed configurations of the protein-binding sites integrated in nucleosomes.

The second type of sequence-specific interactions involves the H2A and H4 histone N-tails, which are in close contact with the minor groove facing out at SHL ±4 and SHL ±2/±1, respectively (Figs. 6, S1). Our data indicate that the wt-nucleosomes containing N-tails are enriched with the AT-containing fragments at these sites. This trend is opposite to the WW/SS sequence pattern but is consistent with the anti-WW/SS pattern (Fig. 4*D*). Therefore, we suggest that the anti-WW/SS nucleosomes are stabilized (at least partially) by the H2A and H4 histone N-tails favorably interacting with the AT-rich minor groove because they are enriched by lysines and arginines. This interpretation is consistent with the NMR data and MD simulations showing that the minor groove conformer of the H2A N-tail is likely to interact with DNA stronger than its major groove conformer (39). Schematically, the H2A and H4 N-tails act like the arms embracing nucleosomal DNA from outside, whereas the ‘sprocket’ arginines act like the hooks holding nucleosomal DNA from inside (5).

The two types of histone-DNA interactions may be involved in a tug-of-war, as shown in Fig. S5. Depending on the presence or absence of the histone N-tails, the optimal positioning of a nucleosome corresponds to one of the two opposite rotational settings (that is, the two NCP positions are separated by 10*n* + 5 bp). This effect has important implications, both locally and globally. Locally, the NCP shift by 10*n* + 5 bp implies a conformational switch between the hidden and exposed configurations of the protein-binding sites (embedded into the nucleosomal sequence). This is illustrated in Figure 6 in the case of the tumor suppressor protein p53. Globally, the nucleosome sliding by 10*n* + 5 bp brings about significant changes in the topological state of the chromatin fiber (40, 41), mostly due to the changes in DNA writhing (42).

Note that in our *in vitro* experiments, the histone N-tails are truncated, while *in vivo* a similar effect is produced by PTMs of lysines and arginines, resulting in a (partial) abrogation of the electrostatically favorable interactions between the histone tails and the DNA minor grooves. Hence, we anticipate that the simple scheme presented above applies to the mechanisms of epigenetic regulation of nucleosome positioning *in vivo.*

## Discussion

Our study was initiated, in part, by the earlier observations of the ‘rogue’ signal near SHL ±1 by Davey (43) and the A *versus* T strand asymmetry near SHL ±4 by Cole *et al.* (35). Various interpretations of these peculiar effects were considered, including interaction of arginine H3R40 with electronegative groups of A:T base pairs near position #65 (43) and wedge formation by AA:TT dimeric steps near #30 (35). However, neither of these explanations account for the position-dependent preference for A over T and T over A (*e.g*., compare positions #30 and #52, Fig. 2). It was noted (35) that "an additional factor" is required to elucidate the A *versus* T strand asymmetry in nucleosomes. Our results suggest that the interaction of the histone N-tails with the DNA minor groove is likely to be such a factor.

The dynamic nature of these interactions was clearly demonstrated by extensive molecular dynamics (MD) simulations performed by Shaytan *et al.* (44). The histone tails fluctuate in the vicinity of the DNA surface, with the DNA minor grooves serving as kinetic traps. The H2A and H4 N-tails mostly stay within the limits indicated in Fig. S1, closely resembling the x-ray structure (32). In particular, the H4 N-tails remain most of the time in the minor grooves close to SHL ±1 or SHL ±2; they do not penetrate the minor groove at SHL 0 (near the dyad), at least during the 1-microsecond simulations. The 4-microsecond MD simulations performed later with different solvent parameterization (45) gave essentially the same result – namely, the H4 N-tails don’t go beyond the limits established by the x-ray structure (32). Finally, recent NMR study (46) accompanied by 5-microsecond MD simulations has also localized the H4 tails in the DNA region from SHL ±1 to SHL ±2.5.

Note, however, that the H4 N-tail is sufficiently long to penetrate the minor groove close to SHL 0 (Fig. S1*A*). Our result on the high ΔW value in the vicinity of the dyad (Fig. 4*B*) suggests that the H4 N-tail might interact directly with DNA at SHL 0 (but this is not the only possible interpretation). It would be interesting to see if the additional increase in the time of MD simulations will allow observing the larger-scale fluctuations of the H4 N-tail.

The first observations of the nucleosome displacement related to the complete removal or modifications of the histone tails were made more than 20 years ago. Hamiche *et al.* (47) investigated nucleosome mobility using reconstituted NCPs lacking one or more histone N-tails and detected nucleosome sliding promoted by the removal of the H2B N-tail. Fan *et al.* (48) analyzed the positioning of nucleosomes containing histone H2A.Z on the sea urchin 5S RNA gene. They found that the substitution of histone H2A by H2A.Z results in a shift of the predominant nucleosome position by 20 bp, which is the same shift as observed here for the H2A N-tailless nucleosomes (Fig. S3). This similarity confirms our conclusion on the role played by the histone H2A N-tail in the selection of the translational nucleosome positioning while maintaining the same rotational setting. Furthermore, Yang *et al.* (49) analyzed positioning of tailless nucleosomes on the *Xenopus borealis* somatic-type 5S RNA gene and also observed the 20-bp shift. Formally speaking, it would be incorrect to compare directly this 20-bp shift with our result, because Yang *et al.* digested by trypsin all histone tails (not only the H2A N-tail). Nevertheless, we can safely summarize that the removal of histone tails can lead to a noticeable alteration of the sequence-dependent nucleosome positioning *in vitro.*

On the other hand, *in vivo*, the clipping of histone tails by proteases plays a role in the regulation of stem cell differentiation (50) and other cellular processes (51, 52). Therefore, it is reasonable to assume that the repositioning of the N-tailless nucleosomes observed here may (at least, partially) account for induction of transcription produced by enzymatic cleavage of the histone N-tails (53).

Furthermore, histone tails have been shown to form reversible DNA-binding crosslinks with epigenetic bases such as N7-methyl-2′-deoxyguanosine, a harmful type of DNA damage resulting from DNA alkylating agents (54). Recent data indicates that histone tails can also influence the local ionic strength near nucleosomal DNA, which in turn affects the chemical reactivity of damaged DNA (55). These findings underscore the pivotal role of histone tails in this biologically important chemistry, which can directly impact nucleosome (re)positioning. Our studies extend these findings to include interactions with regular DNA nucleotides, focusing on electrostatic interactions between the histone tails and DNA.

## Conclusion

Analyzing distribution of the AT-rich fragments in nucleosomal DNA sequences *in vivo*, we observed non-canonical peaks in the vicinity of superhelical locations SHL ±4 and SHL ±1. In the nucleosome X-ray structure (32), DNA at these locations is in contact with the N-tails of histones H2A and H4, respectively. Therefore, we hypothesized that the observed irregularities in DNA sequence are associated with the favorable interactions between the AT-rich DNA and the lysine-rich histone N-tails.

To test this hypothesis, we reconstituted the H2A- and H4-tailless NCPs *in vitro* and analyzed the local changes in the AT content of these nucleosomes compared to the wt-nucleosomes. We found that the differences between sequences of H2A-tailless and wt-nucleosomes are localized around SHL ±4, while the most pronounced changes in the H4-tailless NCP sequences occur in the central part of a nucleosome (*i.e*., near dyad and at SHL ±1/±2). These results are consistent with the above assumption that the H2A and H4 N-tails are involved in selection of the optimal NCP sequences. As to the putative interactions between the H4 N-tail and DNA in the vicinity of the dyad (at SHL 0), further structural studies are needed to clarify this question.

Our main results are based on the sequence analysis of the reconstituted nucleosomes obtained after MNase cleavage, which is known to be AT-specific (36). To exclude the possible MNase-associated bias in selection of nucleosomes, we used a combined MNase and ExoIII digestion of nucleosomes (35, 37). Both approaches gave entirely consistent results (see Fig. 3*B* and S4), thereby supporting our inference on the sequence-specific interactions between the histone N-tails and nucleosomal DNA.

To summarize, our data suggest that histone tails preferentially select certain nucleosome positions over other positions, which may have important implications for epigenetic modulation of nucleosome positioning. Certain epigenetic marks, such as the acetylation of lysines on histone N-tails, decrease affinity of the tails to the DNA minor groove. This, in turn, may change nucleosome positions and even shift the equilibrium between different chromatin conformation states. Obviously, more studies are needed to elucidate the role of epigenetic modifications of histones in the positioning of nucleosomes.

## Methods and materials

### Nucleosome array reconstitution

Transformed *E. coli* with TAR/BAC containing full-length hBRCA1 gene (BRCA1-TAR/YAC/BAC) was obtained from V. Larionov (56). It was first placed on agar plates supplemented with chloramphenicol as a selective agent (0.5 ml of 25 g/ml stock solution per 1 L of LB media). Cells were transferred into filtered LB media supplemented with 10 g yeast extract, 10 g NaCl, 2 g bactotryptone, 0.5 ml of 25 mg/ml of chloramphenicol, and 0.4 ml of 5 M NaOH per 1 L of media and grown overnight at 37 °C on platform shaker. Plasmids were prepared using a Qiagen Large-construct kit (cat. # 12462) according to the manufacturer’s instruction, and then cleaned with phenol-chloroform extraction, precipitated, and resuspended in 10 mM Tris pH 8.0, 0.2 mM EDTA.

Reconstituted BRCA1-TAR/YAC/BAC arrays were assembled using *Xenopus* histone octamers with wt-histones and H2A/H4 N-tailless histones obtained from Histone Source, Protein Expression and Purification Facility at Colorado State University. Reconstitution was performed as described earlier (57). Briefly, core histone octamers and purified DNA were combined in a final mixture containing 2 M NaCl and 1 mM PMSF. Samples were kept on ice for 1 h following dialysis in 3500 MWCO membranes against buffer (2 M NaCl, 10 mM Tris, 0.2 mM EDTA, 0.1% NP-40, 5 mM β-mercaptoethanol, pH = 8.0) for 2 h. Samples were transferred to 1.5 M NaCl buffer and dialyzed for 2 h, followed by dialysis against 1 M NaCl and 0.75 M NaCl buffers, 3 h each, and 0.5 M NaCl buffer overnight (all other buffer components were kept constant). Reconstitutes were next dialyzed against a buffer containing 5 mM NaCl, 10 mM Tris, 0.2 mM EDTA, 0.1% NP-40, 5 mM β-mercaptoethanol, pH 8.0, for 3 h. Samples were dialyzed in the buffer with 5 mM NaCl, 10 mM Tris, 0.025% NP-40, and no EDTA for an additional 3 h.

Reconstituted chromatin (1 μg in 60 μl) in buffer containing 50 mM NaCl, 10 mM Tris 0.025% NP-40, 20% Ficoll, 0.7 mM CaCl_2_ was digested at different micrococcal nuclease (MNase) concentrations. Digested material was run on 16% acrylamide gel with molecular length marker. Digestion conditions (0.2 units MNase for 10 min at 20 °C) that produced 147 to 148 bp-long predominant band were chosen to perform large scale digestion (Fig. 7). Reaction was stopped by addition of 20 mM EDTA and cooled on ice. Digested samples were treated with SDS and proteinase K for 2 h at 55 °C and cleaned with Promega Wizard SV Gel and PCR Clean-Up System (cat. # A9282). Nucleosomal DNA fragments were subjected to paired-end sequencing on Illumina platform.

**Figure 7:**
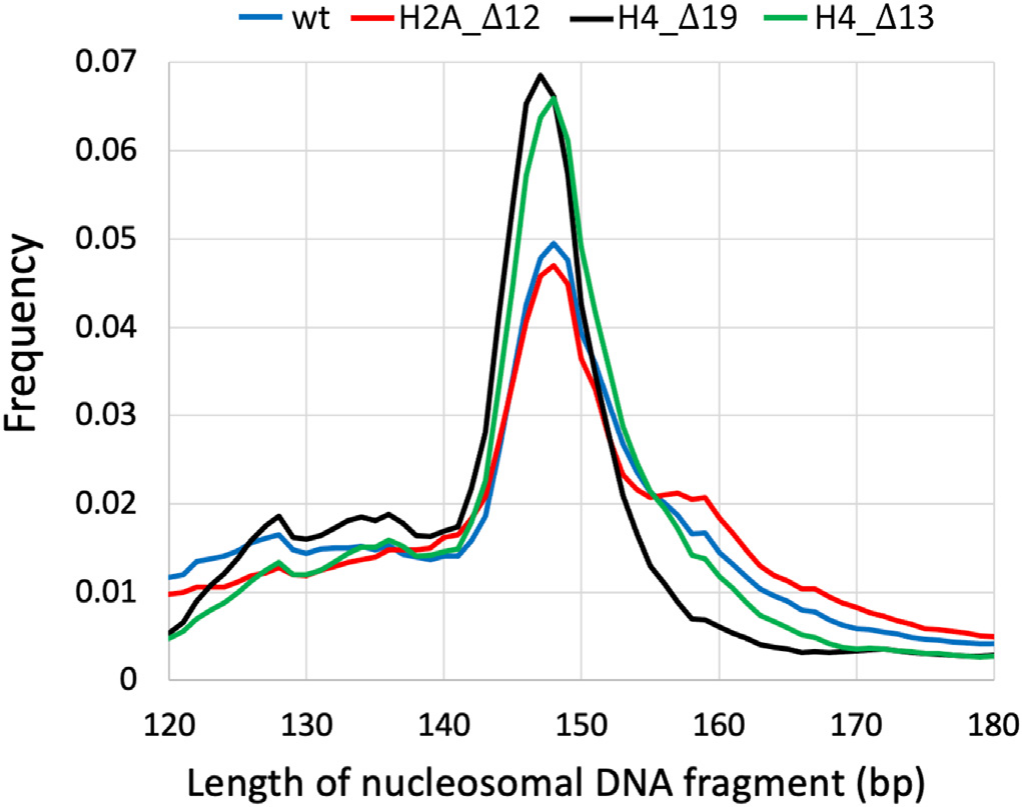
**Distributions of the lengths of nucleosomes reconstituted with the wild type (wt) and H2A/H4 N-tailless histones.** To analyze distributions of mono- and di-nucleotides in nucleosomes, the DNA fragments with the following lengths were selected: 147 to 149 bp for wt, H2A_Δ12 and H4_Δ13 datasets, and 146 to 148 bp for H4_Δ19 dataset. The numbers of selected fragments were: 18 mil for wt, 17 mil for H2A_Δ12, 31 mil for H4_Δ13 and 27 mil for H4_Δ19 datasets.

### *In vitro* nucleosome fragments

Raw FASTQ read pairs were trimmed with *cutadapt* (58). Trimmed read pairs were assembled with *PEAR* (59) to obtain nucleosome-size fragments. *p*-value for *PEAR* was set as *-p* 0.0001. The read pairs that failed to assemble with this *p*-value were discarded. The resulting fragments were then mapped with Bowtie2 (37, parameter -*x*), using the sequence of the *BRCA1* gene (from human genome hg19) as a reference. Fragments with *samtools* (60) flag 260 (unmapped/not primary alignment) were filtered out. To calculate mono- and di-nucleotide frequency profiles in nucleosomes, we selected DNA fragments with the lengths corresponding to the peaks of distributions presented in Figure 7: 147 to 149 bp for wt, H2A_Δ12 and H4_Δ13 datasets, and 146 to 148 bp for H4_Δ19 dataset.

### *In vivo* nucleosome datasets

Several nucleosomal DNA datasets obtained *in vivo* were used in this study. Two datasets, one from yeast (61) and the other from mouse (62), were generated by the chemical method, and the dyad positions were precisely mapped at the single base-pair resolution. The other datasets were produced by paired-end MNase-seq from yeast (63), *Drosophila* S2 cells (64), mouse embryonic stem cells (62), and human lymphoblastoid cell lines GM18508 and GM19238 (65). BAM files were either downloaded from NCBI GEO database or obtained by mapping raw reads to the corresponding genomes using the default settings of Bowtie two (66), *i.e*., --sensitive, -I 0, -X 500. Only the fragments of 147 bp in length were used to calculate mono- and di-nucleotide frequency profiles *in vivo*.

## Data availability

Processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE252427.

## Supporting information

This article contains supporting information (Figs. S1–S5).

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Histone N-tails modulate sequence-specific positioning of nucleosomes[image]
**Source:** J Biol Chem. 2024 Dec 26;301(2):108138. doi: 10.1016/j.jbc.2024.108138
**Supplement:** Supporting information

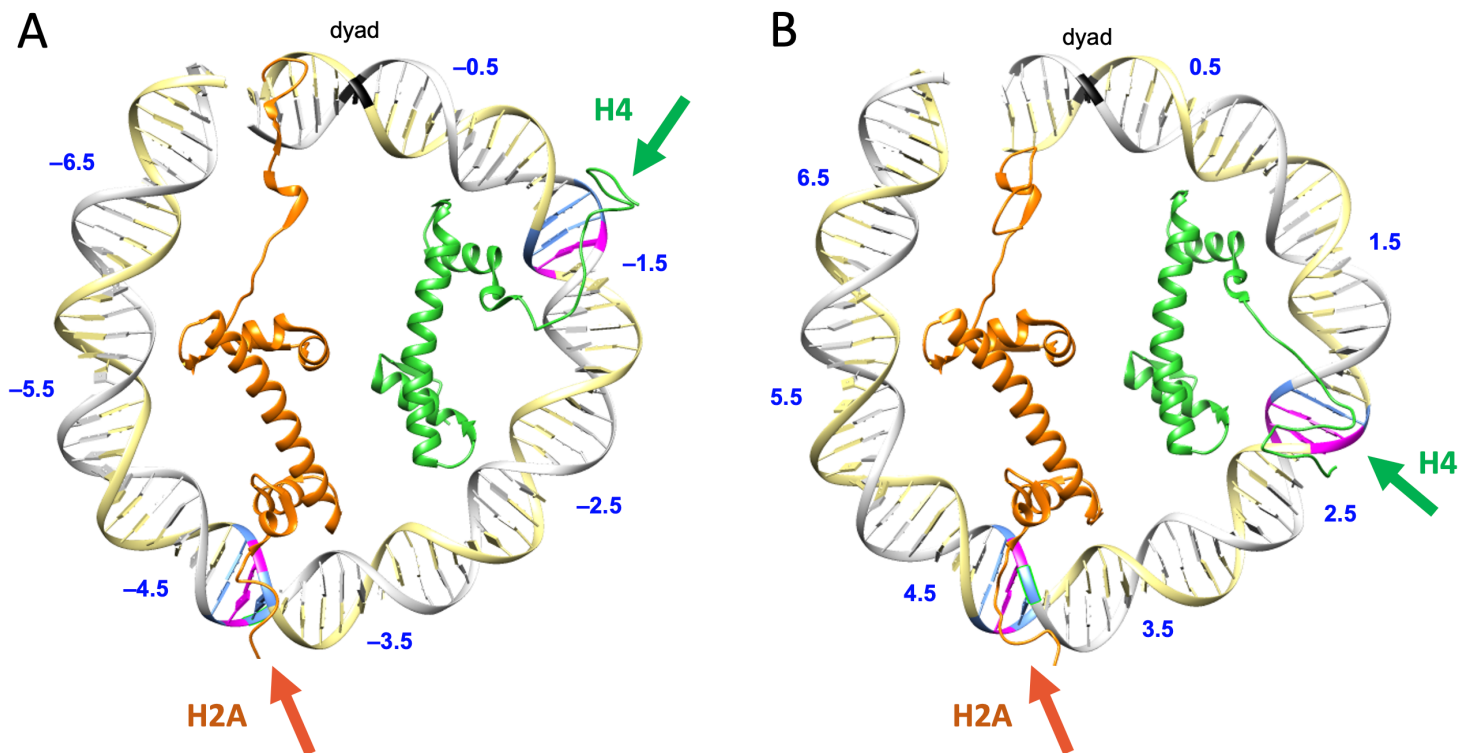

**Supporting Figure S1. Histone H2A and H4 N-tails in the DNA minor grooves.**

The ventral (A) and dorsal (B) halves of the nucleosome X-ray crystal structure (32) are shown schematically: the DNA is given in ribbon representation with the dyad colored in black. Only histones H2A (orange) and H4 (green) are shown, whereas the other histones are hidden for clarity. The superhelical locations of DNA (SHL) are numbered from -6.5 to -0.5 in (A) and from 0.5 to 6.5 in (B). The nucleotides in close vicinity of H2A and H4 N-tails are colored in blue (A:T pairs) and in magenta (G:C pairs). Note the difference between the H2A and H4 tails – in both halves of nucleosome, the H2A N-tails interact with the DNA minor grooves close to SHL -4/4, while the H4 N-tails penetrate minor grooves between SHL -1 and -1.5 in (A) and between SHL 2 and 2.5 in (B); see the orange and green arrows. This delocalization of the H4 N-tail may explain its broader effect on the nucleosome positioning, compared to the local effect of the H2A N-tail (see Figures 3B and 4B).

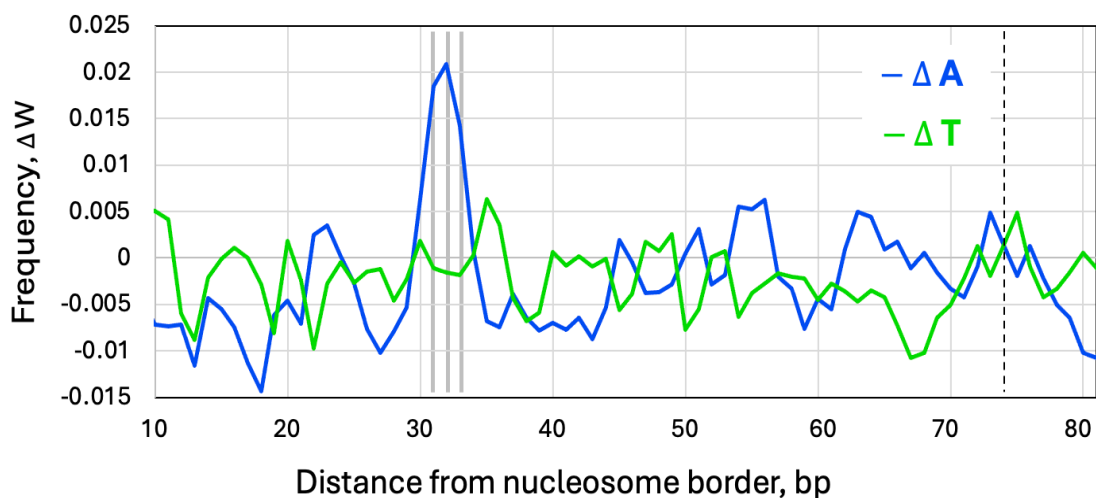

**Supporting Figure S2. Statistically significant difference in the fraction of adenines between the wt- and H2A\_Δ12-sets of nucleosomes.** See Figure 3 for notations.

We generated 1,000 random, non-overlapping subsets, each consisting of 10,000 sequencing reads, to analyze nucleotide proportions at each position. For each subset, we computed the fractions of A and T across all positions. These fractions were symmetrized, where the symmetrized fraction for adenine (Sym\_A) was calculated as the average of the fraction of A and the reverse complement fraction of T, i.e.,  $\text{Sym\_A} = (\text{fraction\_A} + \text{rev\_fraction\_T}) / 2$ . This process yielded a distribution of 1,000 values for each nucleotide at each position. To assess significant differences in nucleotide fraction distributions across nucleosomal positions, the paired t-tests were performed. The p-values from these tests were adjusted using Bonferroni correction, with a significance threshold set at  $p\text{-adjusted} < 0.001$ . The grey vertical lines indicate positions #31-33 satisfying this criterium in the case of adenine (with the difference between the means being greater than 1%).

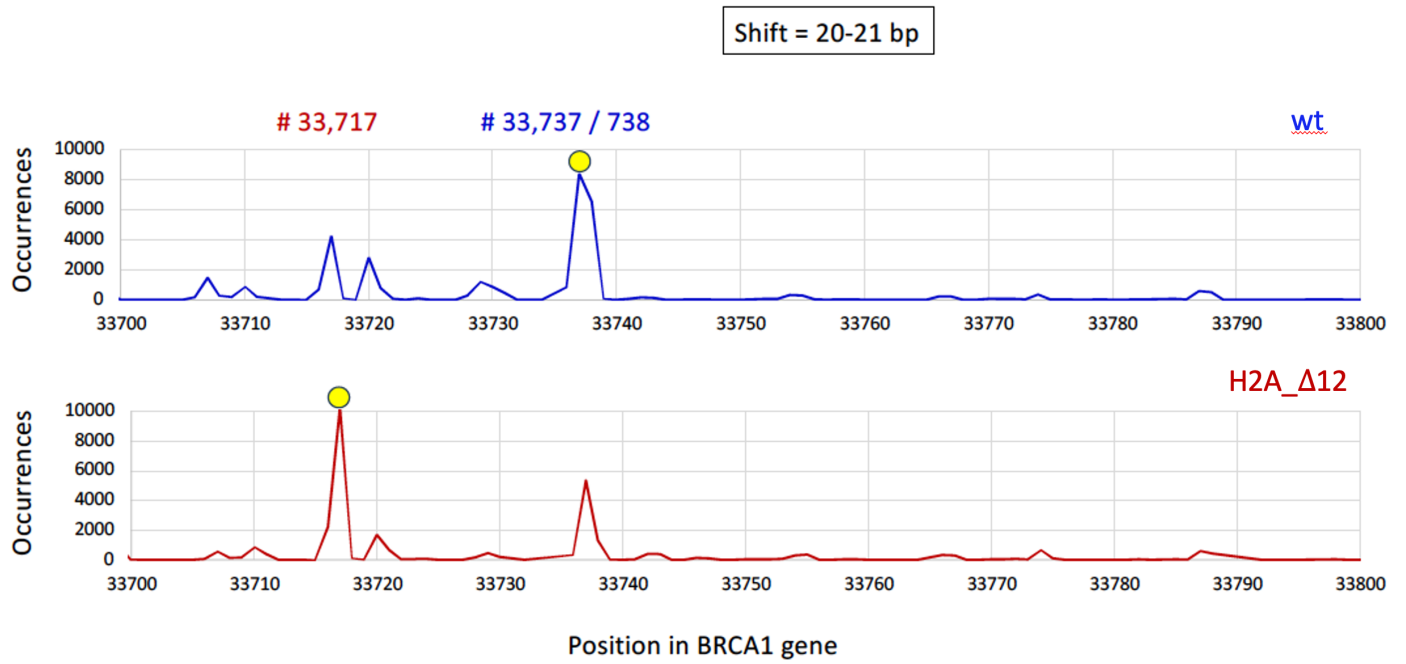

**Supporting Figure S3. A representative region of BRCA1 gene where the nucleosome occurrences have two strong peaks separated by 20-21 bp.**

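At 33717 the dyad occurrence was 4267 in wt and 10242.5 in H2A_Δ12. At 33737 it was 8419.5 and 5334.5, and at 33738 it was 6574 and 1293. The share of these occurrences at 33717 was 22.2% in wt (95% interval 21.6% to 22.7%) and 60.7% in H2A_Δ12 (60.0% to 61.4%). In the region of Fig. S3, the highest position was 33737 in wt and 33717 in H2A_Δ12. Summed over 5 bp the shares were 24.2% and 64.2%.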

The predominant NCP positions in the wt and H2A\_Δ12 populations of nucleosomes are shifted by 20-21 bp one from the other, so that the two NCP positions are in the same phase.

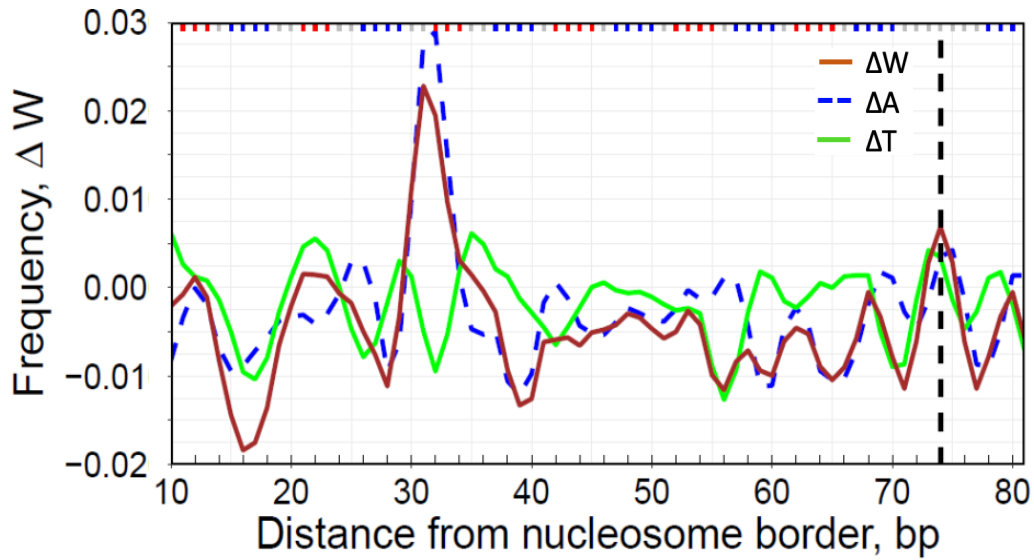

**Supporting Figure S4. Statistically significant difference in the fraction of adenines between the wt- and H2A\_Δ12-sets of nucleosomes.**

DNA sequence analysis of nucleosomes reconstituted with the H2A N-tailless histones and digested simultaneously with MNase and exonuclease III (46, 48). The differential  $\Delta W$ ,  $\Delta A$  and  $\Delta T$  profiles are shown in brown, broken blue and green lines, respectively (compare with Figure 3B). Importantly, the combined MNase and ExoIII cleavage largely eliminates the MNase-associated WW and SS peaks at the boundary of the nucleosome core (48). Note that the MNase and MNase-Exo data are entirely consistent: Similarly to the MNase profiles presented in Figure 3B, the  $\Delta W$  and  $\Delta A$  profiles of the MNase-Exo data are characterized by strong peaks at positions #31-32 (where the H2A tail interacts with the DNA minor groove).

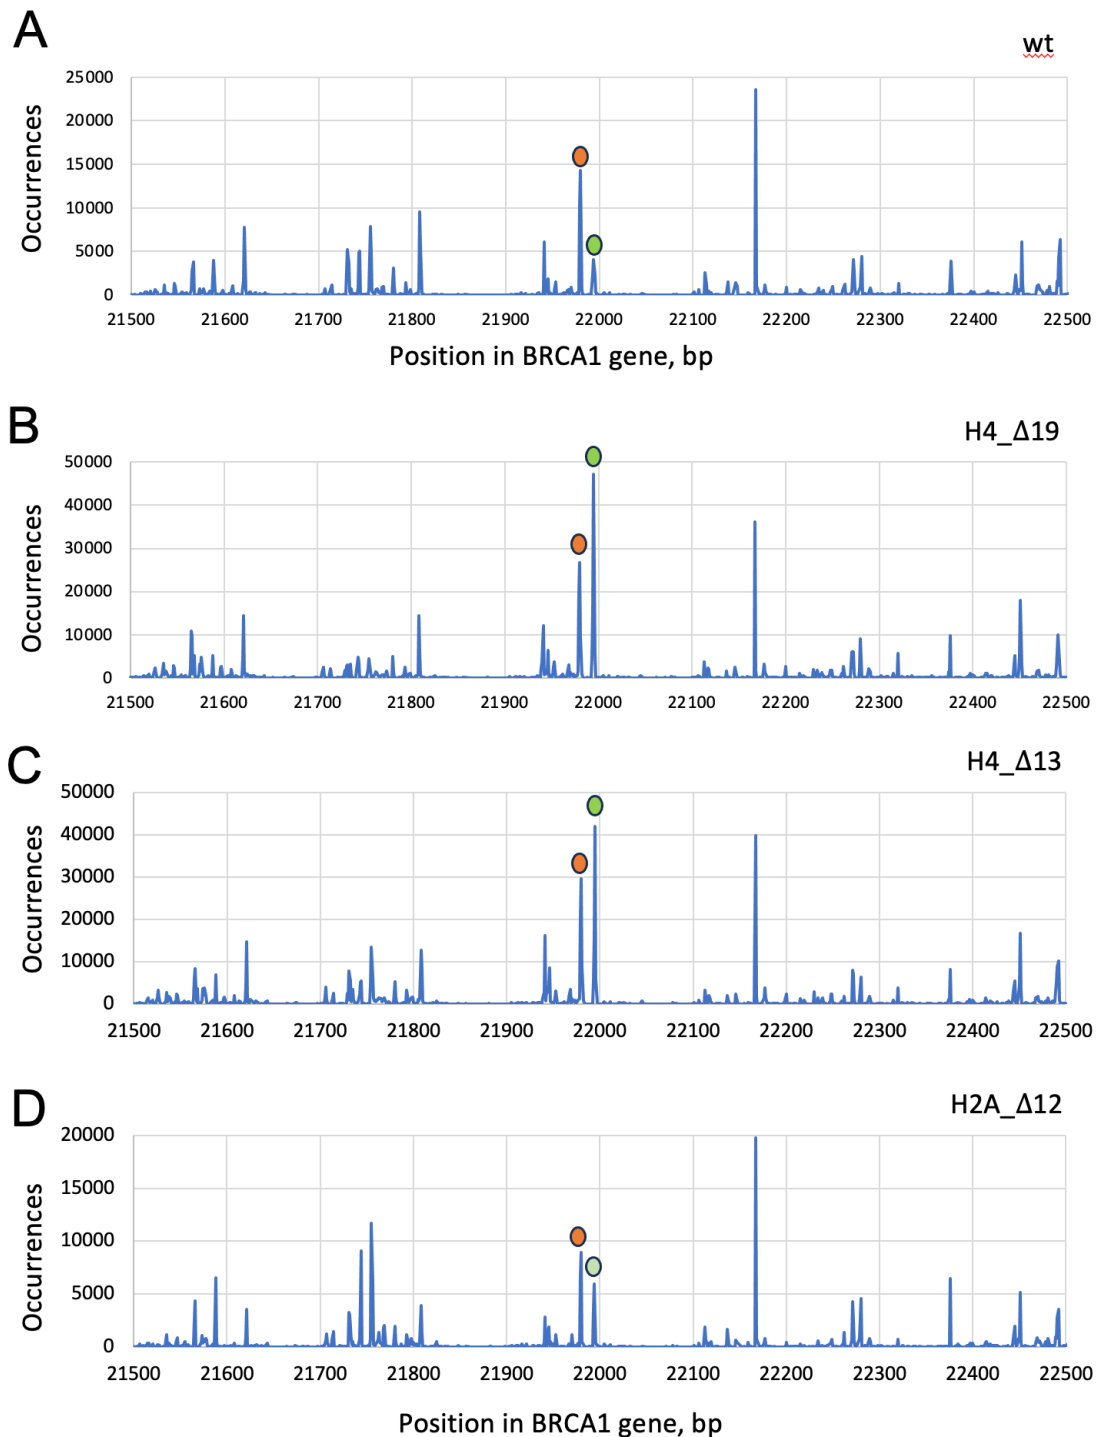

**Supporting Figure S5. A representative region of BRCA1 gene where the nucleosome occurrences have two strong peaks separated by 15 bp.**

The nucleosome occurrences in the region 21,500 - 22,500 bp of BRCA1 gene are presented for the four NCP subsets (wt, H4\_Δ19, H4\_Δ13 and H2A\_Δ12). 

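Between 21500 and 22500 the highest position was 22167 in each of the 4 libraries, with an occurrence of 23601.5 in wt, 36125.5 in H4_Δ19, 39678 in H4_Δ13 and 19801.5 in H2A_Δ12. The next highest was 21980 in wt, H4_Δ19 and H4_Δ13, and 21755 (11682) in H2A_Δ12. Summed over 3 bp, the share of occurrences at the right of the twin positions was 20.8% in wt, 43.1% in H4_Δ19, 22.7% in H4_Δ13 and 36.2% in H2A_Δ12.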

Note that in the wt and H2A\_Δ12 subsets, the nucleosomes shown in red represent the dominant NCP positions, whereas in the H4\_Δ19 and H4\_Δ13 subsets, these are the positions shown in green that are dominant. 

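Between 21500 and 22200, 4 clusters held 97.5% of the wt occurrences, with limits set after the profile was seen. The mean positions of neighbouring clusters, weighted by occurrence, lay 177, 207 and 186 bp apart in wt, 176, 217 and 183 bp in H2A_Δ12, 185, 206 and 182 bp in H4_Δ19 and 180, 204 and 189 bp in H4_Δ13. The autocorrelation of the wt occurrences in this region, smoothed over 41 bp, was highest at 188 bp among distances of 140 to 260 bp (0.507).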

Intriguingly, in the region 21,500 - 22,200 bp there are four peak clusters separated by 190-200 bp, which is remarkably close to the nucleosome spacing *in vivo*. This periodicity does not hold for the whole BRCA1 gene, however (data not shown).

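From 11357 to 91871, the span of positions with an occurrence over 5000, the autocorrelation of the smoothed occurrences was highest at 178 bp in wt (0.212), 174 bp in H2A_Δ12 (0.211), 179 bp in H4_Δ19 (0.192) and 180 bp in H4_Δ13 (0.180), among distances of 140 to 260 bp. At 195 bp it was 0.173 in wt. The highest value within 10 bp of 390 bp was 0.0687 in wt.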

How the deposited data were processed for this re-analysis (not part of the article)

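Dyad positions of nucleosomes reconstituted in vitro on BRCA1 DNA were analysed for 4 libraries, 1 each for wt, H2A_Δ12 and the H4 constructs labelled H4-glob and H4-del. No source read here pairs these H4 labels with the paper's names. H4-glob was read as H4_Δ19 and H4-del as H4_Δ13 from the labels alone, and the totals were then checked against the numbers of selected fragments in the Fig. 7 legend, which they match. Whether the deposited H4 data are the version behind Figs. 5B, S5B and S5C is not known here. The authors deposited estimated counts, the dyad occurrence at each position of the BRCA1 sequence from hg19, in multiples of 0.5 fragments and without normalization. Before that they trimmed the read pairs with cutadapt, assembled them with PEAR, mapped them with Bowtie2 and removed unmapped and non-primary alignments with samtools. The paper gives the fragment lengths for its sequence profiles, in a range 1 bp lower for H4_Δ19 than for the others. Tool versions and the listing of dyads are not stated in the paper's text.

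From these occurrences, the following was computed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. The DCC of wt with each N-tailless library was computed for distances up to 40 bp from positions with an occurrence over 5000, as the products of occurrences summed over both sides. Its spread is given as the 95% interval of 200 Poisson draws in units of 0.5, which covers no more than counting error, and as the range over leaving out each of 10 equal parts of the gene. For fragments of odd length, read as counted at 1 position, these draws vary less than counting error, so the interval is too narrow. Shifts of predominant positions were counted at wt loci within 30 bp. Shares at the positions of Figs. S3 and S5 have exact (Clopper-Pearson) intervals. The code for the shift classes was run on simulated maps with known shifts at 333 loci, of which 100% were classed correctly. These loci were isolated, and those that moved had shifts at the middle of a class and a clear highest position. The simulation checks the code and does not measure how well shifts are classed in these data. With 1 library per construct, no test between constructs and no p-value is given, and positions of a gene are not replicates.

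Positions named in the text are those the paper names, those of its twin peaks and, for each N-tailless library, the 3 pairs that add most to the DCC at 15 bp, as set before the data were examined. Other named positions were chosen after their values were seen. The alternatives were thresholds of 1000, 2000 and 10000, scaling to the wt total, other weights of a pair, each side alone, leaving out parts of the gene or single pairs, windows of 20 and 36 bp, loci taken from the N-tailless library, and sums over 3 and 5 bp. Cluster spacing and autocorrelation were added after the data were examined. The W(A + T) and anti-WW/SS profiles need the sequence of the gene and were not run. MNase-ExoIII data were not analysed here.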

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

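The tests on the DCC at 35 bp were chosen after the result was seen. The test of the highest positions was set before its value was seen, although the positions were chosen after theirs were.

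Outside the regions shown in Figs. S3 and S5, the highest position of H2A_Δ12 after scaling to the wt total was 36939, with 120716.3 (113060 as deposited) against 66696 in wt. The highest of H4_Δ19 was 79220, with 85467.2 (125665.5 as deposited) against 42600 in wt. These signals lie at positions the paper does not discuss, above the wt level. At 36939 the H4 libraries were below wt, with 26334.5 after scaling in H4_Δ19 (0.395 times wt) and 54571.5 in H4_Δ13 (0.818 times wt). H4_Δ19 was highest 1 bp away, at 36938, with 42748.5 as deposited against 38720.5 at 36939. The value at 36939 alone therefore does not measure a fall at this locus, and no 5-bp sum of the H4 libraries was computed there. At 79220, H4_Δ13 had 63029 after scaling (108127.5 as deposited), 1.48 times wt, and H2A_Δ12 41359.2, 0.971 times wt. The highest position of H4_Δ13, 47500, was not above wt, with 73208.1 after scaling against 88274. Scaling argues against the size of the libraries as the cause. Gathering of occurrences on 1 base pair is argued against too, since in scaled 5-bp sums the ratio to wt was 1.67 in H2A_Δ12 and 1.97 in H4_Δ19. Amplification by PCR, chance differences between reconstitutions and an effect of the missing N-tails stay open, because each construct has 1 library.

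In units of 1e+09, the DCC at 35 bp, beyond the distances shown in Fig. 5, was 2.04 for wt with H2A_Δ12, 3.68 with H4_Δ19 and 3.98 with H4_Δ13, against 1.99 for wt with itself. Scaled to the wt total, the first 3 were 2.18, 2.45 and 2.19. From 4 to 40 bp, 35 bp had the highest DCC in all 4 comparisons, wt with itself included, so a missing N-tail is not needed for it. The locus that adds most, counted in both directions, made up 50.4% of it with H2A_Δ12, 58.4% with H4_Δ19, 48.5% with H4_Δ13 and 40.2% for wt with itself. This locus was 50821 and 50856 with H2A_Δ12, and 79185 and 79220 in the other comparisons. Without the largest locus of each comparison, the ratio of the DCC at 35 bp to that at 30 bp was 0.643 with H2A_Δ12 and 0.658 with H4_Δ13. There the excess over 30 bp rests on the locus left out. The ratio was 1.16 for wt with itself and 1.62 with H4_Δ19. With the largest locus of each left out, 35 bp no longer had the highest DCC in any of the 4 comparisons. The DCC at 35 bp fell to 1.19 for wt with itself, against 1.53 at 34 bp, and to 1.53 with H4_Δ19, against 2.56 at 11 bp. Since only 1 locus was left out of each, a few pairs of positions cannot be told apart from a wider pattern for wt with itself and with H4_Δ19. The DNA sequence, the reconstitution and amplification stay open and were not tested.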

How the results depend on the processing

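No paired analysis was possible because there was 1 library per construct. The alternatives were set before the data were examined, except leaving out the wt positions that fall at least 10-fold in H4_Δ19. DCC measures are called unmoved within their Poisson interval, and shares within their exact interval. The Poisson interval is narrower than counting error, so a DCC measure not called unmoved can still lie within that error. The cause of the changes below was not tested.

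The 15-bp to 10-bp ratio was 0.275 for wt with H2A_Δ12, 0.721 with H4_Δ19, 0.422 with H4_Δ13 and 0.404 for wt with itself. It stayed below 1 in each alternative, and was higher with H4_Δ19 than with H2A_Δ12 under each setting applied to both. With the DCC at exactly 15 and 10 bp, the ratio has the reverse order at the main threshold. At a threshold of 1000 it was 0.420 (H2A_Δ12), 0.519 (H4_Δ19) and 0.470 (H4_Δ13). At 2000 it was 0.387 (H2A_Δ12), 0.518 (H4_Δ19) and 0.435 (H4_Δ13). At 10000 it was 0 (H2A_Δ12), 0.274 (H4_Δ19) and 0.465 (H4_Δ13). Scaled to the wt total it was 0.262 (H2A_Δ12), 0.725 (H4_Δ19) and 0.487 (H4_Δ13). With each pair counted once it was 0.400 (H2A_Δ12), 0.792 (H4_Δ19) and 0.621 (H4_Δ13). With the square root of the product it was 0.304 (H2A_Δ12), 0.807 (H4_Δ19) and 0.530 (H4_Δ13). With the N-tailless dyad to the right it was 0.990 (H4_Δ19) and 0.511 (H4_Δ13). To the left it was 0.396 (H4_Δ19) and 0.355 (H4_Δ13). Without 21500 to 22500 it was 0.242 (H2A_Δ12), 0.623 (H4_Δ19) and 0.407 (H4_Δ13). Without the largest 15-bp pair it was 0.185 (H2A_Δ12). Summed over 3 bp it was 0.485 (H2A_Δ12), 0.628 (H4_Δ19) and 0.563 (H4_Δ13). Without the most influential of 10 equal parts of the gene it was 0.485 (H2A_Δ12), 0.498 (H4_Δ19) and 0.583 (H4_Δ13). For the N-tailless library with itself it was 0.216 (H2A_Δ12) and 0.506 (H4_Δ19). Without the positions lost in H4_Δ19 it was 0.208 (H2A_Δ12) and 0.646 (H4_Δ19). Leaving out the largest 15-bp pair cannot change it for H4_Δ19 or H4_Δ13, whose largest DCC at 14 to 16 bp is at 16 bp. The ratio of wt with itself has no value at 10000.

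The counterphase index was 0.563 for wt with H2A_Δ12, 0.838 with H4_Δ19 and 0.697 with H4_Δ13. For wt with itself it was 1.01, on the other side of 1 from all 3, but 0.619 at a threshold of 1000, 0.653 at 2000, 0.326 at 10000 and 0.702 summed over 3 bp. At a threshold of 1000 it was 0.622 (H4_Δ19) and 0.592 (H4_Δ13). At 2000 it was 0.647 (H4_Δ19) and 0.592 (H4_Δ13). At 10000 it was 0.0867 (H2A_Δ12), 0.371 (H4_Δ19) and 0.433 (H4_Δ13). Scaled to the wt total it was 0.891 (H4_Δ19) and 0.799 (H4_Δ13). With each pair counted once it was 0.804 (H2A_Δ12), 0.775 (H4_Δ19) and 0.726 (H4_Δ13). With the square root of the product it was 0.693 (H2A_Δ12) and 0.732 (H4_Δ13). With the N-tailless dyad to the right it was 1.01 (H4_Δ19) and 0.793 (H4_Δ13). To the left it was 0.696 (H4_Δ19) and 0.604 (H4_Δ13). Without 21500 to 22500 it was 0.526 (H2A_Δ12), 0.772 (H4_Δ19) and 0.660 (H4_Δ13). Without the largest 15-bp pair it was 0.531 (H2A_Δ12), 0.816 (H4_Δ19) and 0.672 (H4_Δ13). Summed over 3 bp it was 0.582 (H2A_Δ12) and 0.751 (H4_Δ19). Without the most influential of 10 equal parts of the gene it was 0.773 (H2A_Δ12), 1.00 (H4_Δ19) and 0.900 (H4_Δ13). For the N-tailless library with itself it was 0.446 (H2A_Δ12), 0.647 (H4_Δ19) and 0.588 (H4_Δ13). The index with H4_Δ19 thus passes 1 when only dyads to the right are counted and without 1 of the 10 parts. With each pair counted once it is lower with H4_Δ19 than with H2A_Δ12, the reverse of the order at the main setting.

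The share of wt loci shifted in counterphase was 6.61% in H2A_Δ12, 8.71% in H4_Δ19 and 1.8% in H4_Δ13. At a threshold of 1000 it was 10.0% (H2A_Δ12), 13.9% (H4_Δ19) and 4.27% (H4_Δ13). At 2000 it was 12.3% (H4_Δ19). At 10000 it was 1.53% (H2A_Δ12) and 0% (H4_Δ13). With windows of 20 and 36 bp, sums over 3 bp and loci of the N-tailless library it stayed within the exact interval in all 3. Without the positions lost in H4_Δ19 it was 5.73% in H4_Δ19 and 7.17% in H2A_Δ12. That selection takes out loci shifted in H4_Δ19 by construction, 13 of 29 in counterphase against 2 of 22 in H2A_Δ12, so it does not test the order of the 2.

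The share at the right twin position stayed below 50% in each library. Summed over 3 bp it was 20.8% (wt), 36.2% (H2A_Δ12), 43.1% (H4_Δ19) and 22.7% (H4_Δ13). Summed over 5 bp it was 26.5% (wt), 44.2% (H2A_Δ12), 45.3% (H4_Δ19) and 28.8% (H4_Δ13).

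The share at 33717 stayed above 50% in H2A_Δ12 and below it in the other libraries. Summed over 3 bp it was 24.0% (wt), 64.2% (H2A_Δ12), 36.8% (H4_Δ19) and 29.9% (H4_Δ13). Summed over 5 bp it was 24.2% (wt), 64.2% (H2A_Δ12), 37.2% (H4_Δ19) and 30.0% (H4_Δ13).

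The W(A + T) and anti-WW/SS results were not run under any setting, and the cluster spacing and autocorrelation were computed under 1 setting each. Depth leaves narrow counting intervals, while the few pairs over 5000 (5 to 10 at 15 bp between wt and the N-tailless libraries) and the single library per construct limit what the DCC can show.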

Differences from the paper's values

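The paper's values given below were read by eye from its figures. The readings were not blind, and some were first entered without a noted reading. Those at 33737 in wt and at the left twin position in H4_Δ13 were corrected on rereading, after the values here had been seen. The heights read from Figs. 5A and S3, those read from Fig. S5A and D, and the numbers of selected fragments in the Fig. 7 legend do not differ from the values here by more than 1.5 times.

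DCC values are given in units of 1e+09. For wt with H4_Δ19, the paper's DCC at 5 bp is about 0.09 in Fig. 5B, read by eye, and the value here was 0.802; each alternative set before the data were examined still differs. At 10 bp the paper's is about 1.0 in Fig. 5B, and the value here was 2.54; scaled to the wt total (1.41) and with the H4_Δ19 dyad to the right (0.89) it does not differ, and under the other alternatives it does. At 21 bp the paper's is about 0.92 in Fig. 5B, and the value here was 2.52; a threshold of 10000 (0.718), scaling (1.16) and the right side alone (0.870) do not differ, and the others do. At 25 bp the paper's is about 0.6 in Fig. 5B, and the value here was 1.98; each alternative still differs. At 15 and 30 bp the values, 1.26 and 0.945, do not differ by more than 1.5 times. Scaling makes the value at 30 bp differ (0.391, against about 0.81). A threshold of 10000 makes both differ, with 0.242 at 15 bp (against about 1.0) and 0.202 at 30 bp. Counting each pair once or by the square root changes the scale and was not compared.

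At the right twin position of H4_Δ19, the paper's occurrence is about 47000 in Fig. S5B, read by eye, and the highest value here 13 to 17 bp from the left position was 16946.5; the sums over 3 bp (32152.5) and 5 bp (36505.5) do not differ, but the same sums at the left position (42512 and 44077.5) differ from the about 27000 of Fig. S5B, where the value at 1 bp (20725) does not. At that of H4_Δ13, the paper's is about 42000 in Fig. S5C, and the value here was 8723; the sums over 3 bp (19056.5) and 5 bp (19386.5) still differ. At the peak at 21941, the paper's H4_Δ19 occurrence is about 12000 in Fig. S5B, and the highest value here was 3485.5; both sums, 7040.5 and 7527, still differ. At the peak at 22376, the paper's H4_Δ19 occurrence is about 9700 in Fig. S5B, and the highest value here was 1307; both sums, 2586 and 2665.5, still differ. At 22167, H4_Δ19 (36125.5) and H4_Δ13 (39678) do not differ from Fig. S5, nor does H4_Δ13 at 21941 (16138) and 22376 (8080).

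The paper states that the right of the twin peaks is dominant in H4_Δ19 and H4_Δ13. In the values here the left one was higher in both, with 45.0% and 15.6% of the occurrences at the right position. The paper places a strong DCC peak of wt and H4_Δ19 at 15 bp. Here, with both sides summed, the DCC rose from 14 to 17 bp without a local maximum at 15 bp. With only H4_Δ19 dyads to the right, it had a local maximum at 16 bp (1.190), nearly as high as that at 11 bp (1.202), and with only those to the left it had a local minimum at 15 bp (0.488). The right side alone does not differ from Fig. 5B at 10, 15, 21 and 30 bp, but it differs at 5 and 25 bp, and for H2A_Δ12 it differs from Fig. 5A at each distance compared, where both sides summed do not. In wt and H2A_Δ12, where the paper places the dominant position on the left, the left one was higher too, with 13.6% and 24.8% at 21995. At 21994, where both are highest on the right, the shares were 22.0% and 40.0%, and summed over 5 bp 26.5% and 44.2%, against 45.3% in H4_Δ19. Whether the panels of the H4 constructs and the deposited H4 data come from the same version of the data is not known here, which limits what these differences mean.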

Other observations

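Scaling to the wt total, the threshold of 1000 and the sums over 3 bp were set as alternatives before the data were examined, and their use as tests here, like the tests on lost positions, was chosen after the result was seen.

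Of 525 wt positions with an occurrence over 5000, 72 were at least 10-fold lower in H4_Δ19 after scaling to the wt total. At 28 of these, the sum over 5 bp kept at least 50% of the wt level, and at 44 it did not. A kept sum does not show that the occurrences moved nearby, because it includes neighbouring wt peaks. In the smaller H2A_Δ12 library the number of positions at least 10-fold lower was 0, and in H4_Δ13 it was 0, which argues against counting noise from a small library. Of the 44 wt positions whose neighbours both stay below 10% of their height, 61.4% were among those 44, against 1.13% of the 266 positions with a neighbour of at least 50% of their height. The condition on the 5-bp sum favours this contrast, since a high neighbour can keep the sum up. Without that condition, 81.8% and 4.14% were among the 72. A candidate explanation is the range of fragment lengths selected for H4_Δ19, which lies 1 bp lower and leaves out the longest fragments of the other libraries: these have an odd length and give single positions. The deposited data hold no lengths, so this could not be tested directly. An effect of the missing N-tail on where MNase stops stays open.

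The 15-bp to 10-bp ratio of the DCC was higher for wt with H4_Δ19 (0.721) than with H2A_Δ12 (0.275). These ratios set 16 against 11 bp with H4_Δ19, and 15 against 9 bp with H2A_Δ12. At exactly 15 and 10 bp the DCC, in units of 1e+09, was 1.26 and 2.54 with H4_Δ19. With H2A_Δ12 it was 0.505 and 0.574, so at these fixed distances the order is the reverse. As the cause of the higher ratio, the size of the H4_Δ19 library is argued against, since scaling to the wt total left the ratio at 0.725. A threshold of 1000, which includes 450 pairs at 15 bp with H4_Δ19, brought the ratios to 0.519 and 0.420, so most of the difference went when more pairs entered, and for that part a few pairs cannot be told apart from other effects of the threshold. A few pairs of positions are argued against only as the cause of the part that remained: leaving out each of 10 equal parts of the gene, the ratio stayed at or above 0.495 with H4_Δ19 and at or below 0.478 with H2A_Δ12. Spread of H4_Δ19 dyads over neighbouring base pairs as the whole cause is argued against by sums over 3 bp, where the ratio stayed at or above 0.576 with H4_Δ19 and at or below 0.552 with H2A_Δ12, although the difference was smaller there. Without the positions lost in H4_Δ19, the ratio was 0.646 with H4_Δ19 and 0.208 with H2A_Δ12, so those positions alone do not account for the difference. That leaves out only the positions that fell most, and fragments missing from H4_Δ19 elsewhere cannot be told apart from an effect of the H4 N-tail. With 1 library per construct, differences between reconstitutions stay open as well. For wt with itself, the ratio ranged over the left-out parts from 0.442 to 0.546 at the threshold of 1000 and from 0.484 to 0.622 for sums over 3 bp, which overlaps the values of both libraries, so H4_Δ19 is not set apart from wt with itself.

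Across positions, which are not independent replicates, Pearson's r of the occurrences with wt was 0.912 in H2A_Δ12, 0.761 in H4_Δ19 and 0.970 in H4_Δ13. For sums over 5 bp it was 0.919, 0.835 and 0.970. Among the wt loci, the predominant position was at exactly the same base pair at 267 in H2A_Δ12, 180 in H4_Δ19 and 320 in H4_Δ13. No explanation of these values was tested.

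In units of 1e+09, the DCC of wt with H4_Δ13, which the paper does not show, had local maxima at 9 bp (3.64), 21 bp (3.55) and 30 bp (3.12), and lower ones that included 12 bp (2.59), 17 bp (2.37) and 26 bp (2.44). At 15 bp its largest pairs were wt 22950 with H4_Δ13 22935 (25.9% of the DCC), wt 22935 with H4_Δ13 22950 (22.0%) and wt 13322 with H4_Δ13 13337 (15.1%). The share of occurrences at 33717 was 35.0% in H4_Δ19 and 27.4% in H4_Δ13.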
